# High-resolution transcriptional dissection of *in vivo* Atoh1-mediated hair cell conversion in mature cochleae identifies Isl1 as a co-reprogramming factor

**DOI:** 10.1371/journal.pgen.1007552

**Published:** 2018-07-31

**Authors:** Tetsuji Yamashita, Fei Zheng, David Finkelstein, Zoe Kellard, Robert Carter, Celeste D. Rosencrance, Ken Sugino, John Easton, Charles Gawad, Jian Zuo

## Abstract

In vivo direct conversion of differentiated cells holds promise for regenerative medicine; however, improving the conversion efficiency and producing functional target cells remain challenging. Ectopic Atoh1 expression in non-sensory supporting cells (SCs) in mouse cochleae induces their partial conversion to hair cells (HCs) at low efficiency. Here, we performed single-cell RNA sequencing of whole mouse sensory epithelia harvested at multiple time points after conditional overexpression of Atoh1. Pseudotemporal ordering revealed that converted HCs (cHCs) are present along a conversion continuum that correlates with both endogenous and exogenous Atoh1 expression. Bulk sequencing of isolated cell populations and single-cell qPCR confirmed 51 transcription factors, including Isl1, are differentially expressed among cHCs, SCs and HCs. In transgenic mice, co-overexpression of Atoh1 and Isl1 enhanced the HC conversion efficiency. Together, our study shows how high-resolution transcriptional profiling of direct cell conversion can identify co-reprogramming factors required for efficient conversion.

## Author summary

The ongoing ATOH1 gene therapy clinical trial offers promise for hearing restoration in humans. However, in animal models, Atoh1-mediated sensory regeneration is inefficient and incomplete. Here we performed high-resolution gene expression profiling of single cochlear cells at multiple time points in a mouse model whereby we discovered a continuous regeneration process that leads to the formation of immature sensory cells. We identified 51 key reprogramming transcription factors that may increase the efficiency and completion of the regeneration process and confirmed that Isl1 in transgenic mice promotes Atoh1-mediated sensory regeneration as a co-reprogramming factor. Our studies identify molecular mechanisms and novel co-reprogramming factors for sensory restoration in humans with irreversible hearing loss.

## Introduction

During development, pluripotent stem cells follow lineage-specific pathways to differentiate into mature cells that can be converted back to pluripotent cells by defined transcription factors (TFs) [1]. In addition, direct lineage conversion (also termed transdifferentiation) between differentiated cells has been demonstrated in heart, pancreas, brain, and other tissues through the use of defined TFs [2–5] or pharmacologic agents [6]. Such conversions have provided a deeper mechanistic understanding of development and hold promise for regenerative medicine. Several studies have used single-cell RNA-seq to identify distinct intermediate conversion states, providing valuable insights into how to improve the efficiency and complete the direct conversions [4, 7, 8].

The cells of the mouse inner-ear cochlear sensory epithelium (organ of Corti) are post-mitotic after birth and exhibit limited spontaneous regeneration that is only present during the first week after birth [9–11]. Atoh1, a lineage-specific TF for sensory hair cells (HCs), directly converts non-sensory supporting cells (SCs) to HCs in cochlear explant culture, as well as in vivo [12–15]. The current model is that ectopic Atoh1 induces the expression of endogenous Atoh1 in SCs to initiate the conversion. This Atoh1-mediated HC conversion is analogous to the natural HC regeneration in chicken inner ears or mammalian vestibular organs [16, 17]. However, the Atoh1-converted HCs (cHCs) in mouse cochleae exhibit immature morphology and do not express several terminal differentiation markers (e.g., *Slc26a5* encoding prestin and *Ocm* encoding oncomodulin). In addition, the process is inefficient, with conversion rates of 6%–20% [13, 14]. Consequently, a more precise understanding of the molecular events underlying Atoh1-induced HC conversion is needed to identify additional factors required for improving the efficiency and completion of the conversion.

In this study, we performed unbiased transcriptional profiling of all cells present in the organ of Corti during Atoh1-mediated SC-to-HC conversion at multiple time points in vivo. This high-resolution transcriptomic analysis revealed new mechanisms of HC conversion in vivo and identified co-reprogramming factors.

## Results

### Single-cell RNA-seq of organs of Corti from juvenile and adult mice during conversion

In contrast to other regenerative systems, the organ of Corti in the mature cochlea contains relatively few cells: approximately 3,100 HCs [18], including both inner HCs (IHCs) and outer HCs (OHCs), similar numbers of Deiters’ cells (DCs) and pillar cells (PCs) surrounding the OHCs, as well as several other SC subtypes surrounding the IHCs (**Fig 1A**). Massively parallel single-cell RNA sequencing using droplet microfluidics has been shown to be an efficient strategy for acquiring transcriptional profiles from rare cells isolated from fragile structures, as was established in the initial drop-seq study of the human retina [19]. These techniques allow for the rapid and accurate quantification of 5–10% of the transcripts isolated from each cell, which can be expanded upon by identifying and grouping cells with distinct expression programs to create a composite profile of that cell state [20]. We leveraged the technology and these principles to acquire unbiased transcriptional profiles of cells present in the organ of Corti isolated from mouse cochleae.

**Fig 1:**
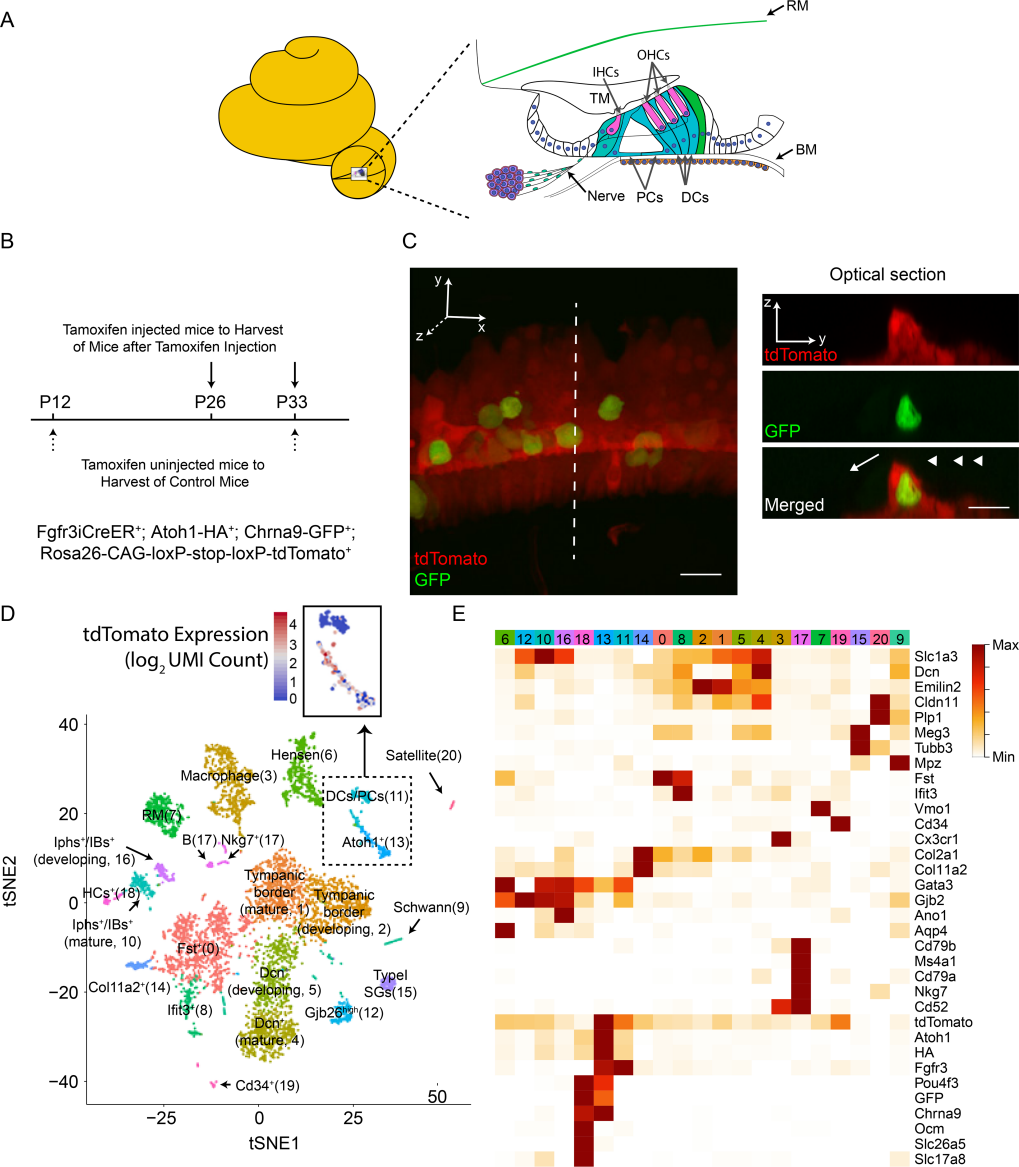
Single-cell gene expression profiling of cochleae during Atoh1-mediated conversion. (A) The area of cochlear cross-section used for single-cell RNA-seq is shown. Note that the lateral walls of cochleae were removed using tweezers. (B) Summary of single-cell RNA-seq experiments. Ages of profiling either with (arrows) or without (dotted arrows) tamoxifen injection are indicated. The mouse used in this assay is indicated. Two biological replicates were used for each group. (C) SCs (PCs/DCs) labeled with tdTomato (red) and cHCs labeled with both tdTomato and EGFP. tdTomato (red) and EGFP (green) expression in Fgfr3iCre^+^; Atoh1-HA^+^; Chrna9-GFP^+^; Rosa26-CAG-loxP-stop-loxP-tdTomato^+^ cochleae from mice at P33 when induced with tamoxifen at P12 [14, 49]. Right panels show a tdTomato^+^/GFP^+^ optical section of a cHC in the dotted line of the cochlear wholemount. Arrowheads indicate positions of three rows of OHCs and the arrow indicates the position of one row of IHCs. Scale bars: 20 μm. (D) PCA followed by tSNE analysis for all 5,470 cochlear cells. Different clusters of cells are identified using distinct colors. RM: Reisner membrane, DCs: Deiters’ cells, PCs: pillar cells, HCs: hair cells, Iphs: inner phalangeal cells, IBs: inner border cells, SGs: spiral ganglia. The tdTomato positive cells are all included in the square with a dashed border and the tdTomato expression level (log_2_ UMI Count) is shown as an inset. (E) Heatmap of selected marker genes in different clusters obtained in **Fig 1D.** Red (maximum value for each gene in log_2_(expected count + 1)) to white (minimum value for each gene in log_2_(expected count + 1)) are shown in means. Rows indicate marker genes while columns indicate different clusters. The colors in columns correspond to those in **Fig 1D**.

For HC conversion, we used the previously established mouse model Fgfr3-iCreER; Atoh1-HA; Chrna9-EGFP; tdTomato where ectopic expression of Atoh1-HA transgene was driven by Fgfr3-iCreER-mediated CAG promoter in DCs and PCs after tamoxifen-mediated induction at postnatal day 12 (P12) and P26 and P33 cHCs were identified by their double-positivity for the reporter tdTomato driven by the Fgfr3-iCreER-mediated CAG promoter and EGFP driven by the promotor of endogenous HC gene Chrna9 [14, 21, 22] (**Fig 1A and 1C**). After dissecting and dissociating cells from organs of Corti at P12, P26 and P33, we obtained a total of 5,470 single-cell RNA-seq profiles from 8 organs of Corti that had undergone tamoxifen induction, as well as those from uninduced control mice (**Fig 1B**). We then reduced the dimensionality of the expression matrix and placed individual cells into two-dimensional space using t-Distributed Stochastic Neighbor Embedding (tSNE) (**S1A Fig; Figure Legends**).

Cluster analyses using shared nearest-neighbor modularity optimization-based clustering [23] revealed 21 distinct cell clusters (**Fig 1D; Figure Legends**). Based on expression of known markers for each cochlear cell type, we designated these clusters as HCs (Cluster 18), DCs/PCs (Cluster 11), Hensen cells (Cluster 6), type I spiral ganglia (Cluster 15), tympanic membrane border cells (Cluster 1 for mature cells and Cluster 2 for developing cells), Reissner's membrane cells (Cluster 7), and immune and other unknown cell clusters (**Fig 1D and 1E and S1B Fig and S1 Table**). Focusing on the cells that undergo conversion, we first defined the cluster of DCs/PCs that expressed both endogenous Fgfr3 as well as the Fgfr3-iCreER-mediated reporter (tdTomato) (**Fig 1D** and **S1B Fig**). Near those cells, we identified the cHCs, which expressed both the Atoh1-HA transgene, as well as endogenous Atoh1. The clusters of endogenous OHCs and IHCs were identified based on expression of known markers Ocm and Slc17a8, respectively.

In general, the cells clustered based on cell type and the postnatal age of the mice, suggesting our experimental and analysis pipelines separated cells based on biological differences between the cells (**S1 Fig**). Further supporting the reproducibility of our approach, relative cell cluster frequencies were similar between replicates (**S1C Fig**).

### Identification of a continuum of Atoh1-mediated conversion

We next focused on cells undergoing conversion, which included the DC/PC (SC), cHC, and HC clusters. In total, we extracted 101 SCs, 60 HCs, and 145 cHCs from the full dataset. We then performed tSNE on this subset of the data, followed by shared nearest neighbor modularity optimization based clustering, which identified 7 unique clusters (**Fig 2A, S2 Fig and S2 Table; Figure Legends**).

**Fig 2:**
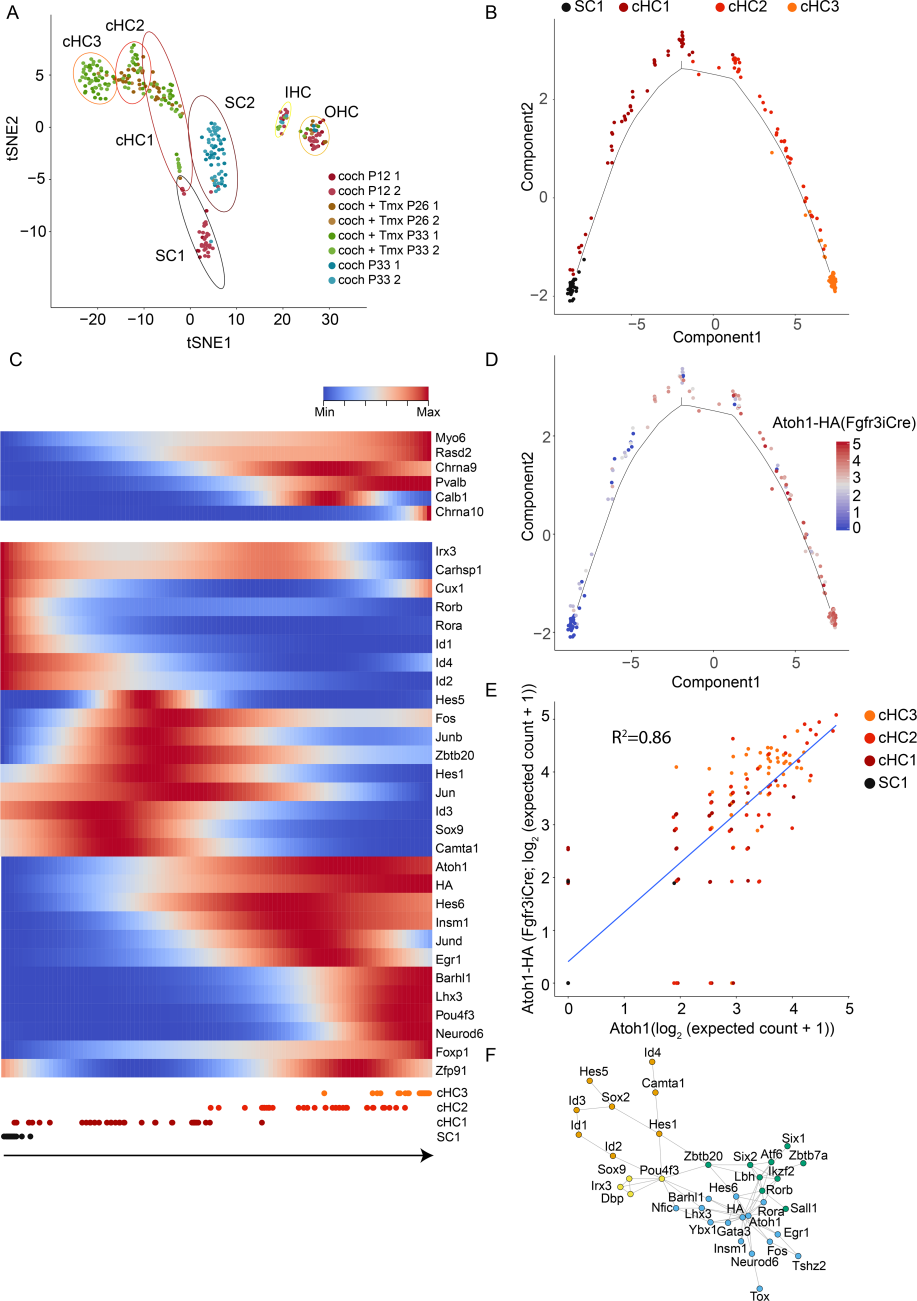
Atoh1-mediated SC-to-HC conversion is a continuum. (A) High-resolution map of SCs (DCs/PCs), cHCs, and HCs determined in Fig 1D. The HCs, SCs (DCs/PCs), and Atoh1+ cells were chosen and PCA followed by tSNE analyses were performed. Distinct colors were used for different conditions. Coch P12: cochlea at P12 with no tamoxifen-induction, Coch + Tmx P26: cochlea at P26 after tamoxifen-induction, Coch + Tmx P33: cochlea at P33 after tamoxifen induction, coch P33: cochlea at P33 with no tamoxifen induction. Each ellipse represents the 95% confident region for each cell type. (B) Pseudo-temporal ordering analysis. SC1 (black), cHC1 (dark red), cHC2 (vivid red), and cHC3 (vivid orange) cells were placed into two-dimensional space using Monocle (see methods). Black line indicates the conversion path. (C) Heatmap of HC marker and TF gene expression contributing to cell fate change from SC1 to cHC3 (lower panel) from red (maximum value for each gene in log_2_(expected count + 1) to blue (minimum value for each gene in log2(expected count + 1). Pseudotime was horizontally represented from left as a starting point to right as an end in 100 bins. (D) Atoh1-HA expression across pseudotime **Fig 2B**. (E) Correlation between Atoh1-HA and endogenous Atoh1 expression. R^2^ indicates the correlation coefficient. The units used were log_2_(expected count + 1). (F) Gene network analysis showing correlated TF genes. Expression levels of TF genes were extracted and Pearson’s correlations between them were calculated. Significantly correlated genes with R^2^ > 0.25 were connected by an edge. The shorter the line is, the stronger the correlation is while the longer the line is, the weaker the correlation is. Distinct groups determined by maximizing modularity Q [61] were indicated using distinct colors.

To further validate our approach, we found markers were restricted to the expected clusters. For example, expression of *Fgfr3* and *Slc17a8* was restricted to the SCs and IHCs, respectively (**S2 Fig**). The SCs also separated into two clusters, with almost all SC1 cells coming from P12 cochleae while almost all SC2 cells were isolated from P26-33 cochleae **(Fig 2A, S1A** and **S2 Figs**). As Atoh1 induction occurs at P12, we used the SC1 cluster as the starting point for the induction of cHCs.

The cHCs separated into three distinct clusters (cHC1-3) (**Fig 2A**). Closer examination of marker expression in these cells found that canonical HC markers *Chrna10* and *Pou4f3* were almost uniquely expressed in cHC3, suggesting they are the most mature among cHCs and that there is a progression from SC1 to cHC1 to cHC2 to cHC3 [14, 21] (**Fig 2C** and **Fig 2A**). One important implication of this finding is that studying the previously unrecognized cHC1 and cHC2 that had undergone less complete conversion could identify factors that are needed to increase conversion efficiency.

To provide additional evidence that there is a continuum of cells present during HC conversion, we next ordered the cells in pseudotime with inverse graph embedding using Monocle2 [24]. The pseudotime reconstruction places individual cells in two-dimensional space in an unsupervised manner based on the relative transcription profiles of each cell. With this approach, the cells ordered along the anticipated trajectory of HC conversion starting with SC1 to cHC1 to cHC2 to cHC3 (**Fig 2B**). While transitioning from cHC1-2 to cHC3, canonical HC markers (*Myo6*, *Rasd2*, *Chrna9*, *Pvalb*, *Pou4f3*, *Chrna10*) started to be expressed (**Fig 2C**). Thus, inverse graph embedding of SCs undergoing Atoh1-mediated conversion further supported a continuum from a donor SC to a target state that resembled HCs.

To identify additional TFs that may be required to increase the efficiency and completion of Atoh1-mediated HC conversion, we plotted the expression of TFs that were found to be nonrandomly expressed across pseudotime using the beaming algorithm imbedded in Monocle2 (**Fig 2C**). As expected, TFs associated with the terminal differentiation of SCs, such as Rorb, Rora, Id1, Id4, Id2 [25, 26], decreased in expression as cells began undergoing Atoh1-mediated conversion. There was then a second cluster of genes that transiently increased in expression in cHC1, such as Hes5, Hes1, Sox9, Zbtb20 and members of the AP-1 complex (Fos, Junb, Jun). Subsequently, the cHC2 cluster was enriched with TFs such as Hes6, Insm1, Jund and Egr1, in addition to endogenous Atoh1 and exogenous Atoh1-HA. Finally, the cHC3 cluster highly expressed known HC TFs such as Barhl1, Lhx3, Pou4f3 and Neurod6 [27–30].

It has been shown that the expression of endogenous Atoh1 is upregulated during naturally occurring HC conversion in zebrafish and birds [31–34]. In our data, endogenous Atoh1 increases as conversion progresses (**S2A Fig**); transgenic Atoh1-HA expression strongly correlates with converted HC state (**Fig 2D** and **S2A Fig**), with cHC3 expressing 3.29 fold more Atoh1-HA than cHC1. This is unexpected because transgenic Atoh1-HA is driven by CAG promoter in Cre-positive cells, which should presumably have ubiquitously constant levels of transcriptional activity. Moreover, quantification of endogenous Atoh1 using the 3'UTR and exogenous Atoh1-HA using the HA tag, we found a strong correlation between the expression of both genes in each cell (R^2^ = 0.86; **Fig 2E**). These findings suggest there is a connection between endogenous Atoh1 and exogenous Atoh1-HA expression that is variable between cells but correlates strongly with the extent of conversion; the underlying mechanisms remain to be further studied.

To understand correlations between these TFs during the conversion continuum, we performed gene network analysis of TFs identified in our single-cell RNA-seq that were expressed above a threshold (i.e., detected in at least 10 cells) to remove noisy genes, and that also had high variance in expression across cells (variance >0.4) (**Fig 2F**). We identified four groups of TFs that showed high correlation within each group. As expected, Atoh1 was a central node to a large number of TFs (i.e., Barhl1, Lhx3, Gata3, Hes6, and Neurod6); Pou4f3 expression was also correlated to a distinct large group of TFs (i.e., Barhl1, Lhx3, Hes1, and Zbtb20). Therefore, such gene network analysis placed Atoh1 and Pou4f3 as key reprogramming factors for SC-to-HC conversion, which is supported by in vivo studies demonstrating that Pou4f3 synergistically induces Atoh1-mediated conversion or can promote conversion on its own [21].

### Bulk RNA-seq validation of isolated SCs, cHCs, and OHCs from mature cochleae

Single-cell RNA-seq provides high-resolution readouts of transcription within a tissue. However, this comes with the tradeoff of having limited sensitivity in a given cell where only 5–10% of transcripts are captured. This limit of sensitivity is especially problematic for genes that are expressed at low levels. To validate TFs that were found to be differentially expressed between SCs, cHCs, and OHCs in the single-cell RNA-seq data, we manually isolated, with high purity, individual cells of the three cell types based on marker expression and performed RNA-seq after whole-transcriptome amplification (**S3 Table**). These data were then compared to the single-cell RNA-seq to identify TFs consistently differentially expressed.

Specifically, after enzymatic dissociation of mouse cochleae, SCs (DCs and PCs) were isolated at P26 based on expression of Cre-positive tdTomato reporter, cHCs at P33 based on expression of both tdTomato and HC marker Chrna9-GFP, and OHCs at P7 or P22 based on expression of OHC marker Slc26a5 (**S3A–S3D Fig**). 

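Total RNA from the handpicked cells was copied into cDNA and amplified by single primer isothermal amplification, a linear amplification that copies cDNA at one temperature, and the product was sequenced from both ends. The authors deposited the number of reads that HTSeq counted on each gene after mapping to the mouse mm9 genome, without normalization, for every annotated gene in each of 10 libraries, 2 from each of 5 cell types. The SCs came from Fgfr3-iCreER mice with a Cre-dependent tdTomato reporter. The cHCs came from mice that also carried the inducible Atoh1-HA transgene and the Chrna9-EGFP reporter. S3C Fig gives tamoxifen injections at P12 and P13 for SCs and cHCs, a harvest at P26 and P27 for SCs and a harvest at P33 for cHCs. The labels of the deposited samples give P27 for SC replicate 12, P26 for SC replicate 11 and P33 for both cHC replicates. The mature OHCs came from prestin-YFP knock-in mice, in which the protein encoded by *Slc26a5* carries a yellow fluorescent tag, with ages of P22 and P23 in S3C Fig, while the labels read as P21 for one replicate and P22 for the other, and these ages name the OHC (P22) replicates in the text. For the OHCs at P7, S3C Fig gives Prestin-CreERT2 mice with tdTomato and tamoxifen at P2 and P3, whereas the labels give the prestin-YFP knock-in. The IHCs came from Pvalb-Cre mice with tdTomato at P74 and P75 in both. Replicates of SCs, cHCs and OHCs (P7) are named by the library numbers of S3 Table.

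The file attached to 4 of the 10 deposited sample records held the counts of another sample. The counts of each library were therefore identified through S3 Table, which lists CPM by library number. For each library, 1 file gave a constant ratio of CPM to counts, with a coefficient of variation between 0.000122% and 0.000138% over 1728 to 1970 genes with at least 10 counts. The coefficient of variation for every other file was at least 170.4%. Neither marker genes nor file names were used in this step.

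The number of reads counted on genes was 22597688 and 40518766 in the SC libraries (replicates 12 and 11), 19621193 and 33162033 in the cHC libraries (13 and 16), 15016129 and 37338042 in the OHC (P7) libraries (15 and 14), 19483713 and 21365585 in the OHC (P22) libraries (labelled P21 and P22), and 27301979 and 26513178 in the IHC libraries (labelled P74 and P75). At these depths, the smallest level that 3 counts can show lay between 0.0740 and 0.200 CPM before TMM scaling, which the CPM of genes in the text include. This floor covers counting error only, since amplified reads without molecular identifiers are not independent molecules. The 10 most abundant genes took between 22.6% and 41.3% of the counts of a library. The library numbers fall into separate series, 11 to 16 for SCs, cHCs and OHCs (P7) and a range of far higher numbers for OHCs (P22) and IHCs, so a difference between cell types of different series cannot be told apart from a difference between the series.

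Counts were compared with the quasi-likelihood F-test of edgeR after TMM normalization, in 1 model of all 10 libraries, for the 16891 genes kept by the edgeR function filterByExpr. The p values were adjusted by Benjamini and Hochberg's method across these genes. At an FDR under 0.05, 296 genes were higher and 15 were lower in cHCs than in SCs. Between OHCs (P22) and cHCs, 196 genes were higher and 341 were lower in OHCs (P22). Between OHCs (P22) and SCs, 678 genes were higher and 676 were lower in OHCs (P22). OHCs (P7) differed from cHCs in 58 genes, IHCs from cHCs in 156 genes, OHCs (P22) from OHCs (P7) in 93 genes and IHCs from OHCs (P22) in 247 genes. The first of these comparisons gave 1757 genes with DESeq2, 1065 with limma-voom, the method named by the paper, and 952 without a filter on low counts, and it gave 132 with at least 10 counts in every library and 198 with only the compared cell types in the fit. With the files as attached to the sample records, 0 genes differed between cHCs and SCs at this FDR, and 590 genes had an unadjusted p under 0.05.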

We also isolated IHCs at P74 (**S3B–S3F Fig**). 

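Of the genes listed in the files, 23415 had at least 1 count in at least 1 of the 10 libraries. A single library had counts on between 14332 genes (the OHC (P22) replicate labelled P21) and 18333 genes (cHC replicate 16). The number of genes detected across the 10 libraries was 19493 with a minimum of 10 counts, 18153 with a minimum of 1 CPM and 18215 when both duplicates of a cell type had to have at least 1 count. After all libraries were downsampled to the 15016129 counts of the smallest, 22764 genes were detected. With each library left out in turn, between 22762 and 23311 genes were detected.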

A total of 10 bulk RNA-seq profiles (duplicates of five cell types) were produced, detecting expression of 23,415 unique genes in at least one sample (**S3C and S3D Fig**). The independent amplified bulk RNA-seq profiles of biological duplicates for each cell type were reproducible with a Spearman correlation of 0.86–0.89 (**S3E and S3F Fig**). 

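The Spearman correlation of counts across the 23415 genes with at least 1 count was 0.831 between the SC duplicates, 0.837 between the cHC duplicates, 0.861 between the OHC (P7) duplicates, 0.829 between the OHC (P22) duplicates and 0.868 between the IHC duplicates. Each of these values was higher than the correlation of any pair of libraries from different cell types, which ranged from 0.667 between SC replicate 12 and the OHC (P22) replicate labelled P21 to 0.823 between OHC (P7) replicate 15 and the OHC (P22) replicate labelled P22. These are correlations across genes, which are not independent replicates, so no p value is attached to them. Over the 444 TF genes of S4 Table, the correlation of duplicates was lower, from 0.634 for SCs to 0.812 for OHCs (P7). All 444 had more than 35 CPM in at least 2 libraries. Over all genes above this level, a filter chosen after seeing the data, the correlations ranged from 0.702 for cHCs to 0.805 for OHCs (P7). Lower values are thus not particular to TF genes. With all listed genes counted, including those without reads in any library, a setting chosen after seeing the data, the correlations ranged from 0.857 for OHCs (P22) to 0.893 for IHCs.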

In comparison, previous studies using replicates of RNA-seq data from samples that had undergone whole-transcriptome amplifications reported a Spearman correlation between biological duplicates of 0.8 [35]. 

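The 24 genes comprise 7 SC markers, 13 HC markers, 2 OHC markers and 2 IHC markers as marked in S3G Fig. All 13 HC markers had a higher mean CPM after TMM normalization in cHCs than in SCs, 11 of them at an FDR under 0.05 in the edgeR test. The design favoured a rise for *Chrna9* and *Atoh1*. The cHCs were picked by their Chrna9-EGFP signal, and counts on *Atoh1* were not separated from those of the Atoh1-HA transgene. *Pou4f3* (ENSMUSG00000024497, a protein-coding gene on chromosome 18 from 42554251 to 42555747 in mm9) had 0.470 ± 0.160 CPM (SD, n = 2) in SCs, 282 ± 67.1 CPM (SD, n = 2) in cHCs and 522 ± 53.8 CPM (SD, n = 2) in OHCs (P22). Its log2 fold change between cHCs and SCs was 9.20 (standard error 0.63, edgeR FDR = 5.14e-05), and that between OHCs (P22) and cHCs was 0.89 (standard error 0.44, edgeR FDR = 0.295). *Myo6* (ENSMUSG00000033577, chromosome 9 from 80012838 to 80159536) rose from 261 ± 22.2 CPM (SD, n = 2) in SCs to 2818 ± 60.9 CPM (SD, n = 2) in cHCs, a log2 fold change of 3.43 (standard error 0.34, edgeR FDR = 0.000327). *Atoh1* (ENSMUSG00000073043, chromosome 6 from 64679140 to 64681227) had 0.270 and 1.91 CPM in the SC libraries, 364 CPM in cHC replicate 13, 1812 CPM in cHC replicate 16 and no counts in either OHC (P22) library. Its log2 fold change between cHCs and SCs was 9.93 (standard error 1.44, edgeR FDR = 0.00804), and limma-voom gave an FDR of 0.125. *Calb1* did not pass, with a log2 fold change of 6.52 (standard error 1.47, edgeR FDR = 0.0517). *Espn*, *Gfi1* and *Myo7a* did not pass when only the cHC and SC libraries were fitted, with FDRs of 0.0551, 0.146 and 0.118.

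Of the 7 SC markers, 6 had lower values in cHCs than in SCs, although none of these differences passed an FDR of 0.05, and the smallest FDR was 0.247 for *Hes1* (log2 fold change -3.63, standard error 1.33). All 7 were lower in OHCs (P22) than in SCs, 6 of them at an FDR under 0.05. *Fgfr3* was the SC marker with a higher value in cHCs than in SCs (log2 fold change 0.89, standard error 1.495, edgeR FDR = 0.842). The cHC libraries differed in some of the remaining SC markers and were close in others. *Hes1* had 12.7 CPM in cHC replicate 13 and 9.75 CPM in cHC replicate 16, and *Jag1* had 80.9 and 60.4 CPM. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112643538 to 112649074) had 402 and 242 CPM in the SC libraries, 126 CPM in cHC replicate 13 and 16.0 CPM in cHC replicate 16, and *Gjb2* had 83.4 CPM in cHC replicate 13 and 1.73 CPM in cHC replicate 16. With limma-voom in place of edgeR, the lower values of *Sox9* and *Cdkn1b* in cHCs passed, with FDRs of 0.0366 and 0.0384, and with DESeq2 that of *Hes1* passed, with an FDR of 0.0299. The IHC marker *Slc17a8* had 1835 ± 102 CPM (SD, n = 2) in IHCs and 0.940 ± 1.32 CPM (SD, n = 2) in cHCs. The other IHC marker, *Otof*, had 0.620 and 0.640 CPM in the SC libraries, 279 and 161 CPM in the cHC libraries and 5009.9 and 4216 CPM in the IHC libraries. Its log2 fold change between cHCs and SCs was 8.44 (standard error 0.54, edgeR FDR = 4.27e-05). *Otof* also had 1036 and 1145 CPM in the OHC (P7) libraries and 337.5 and 490 CPM in the OHC (P22) libraries, above both cHC libraries. Its rise in cHCs is therefore not specific to IHCs.

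**Figure D1:**
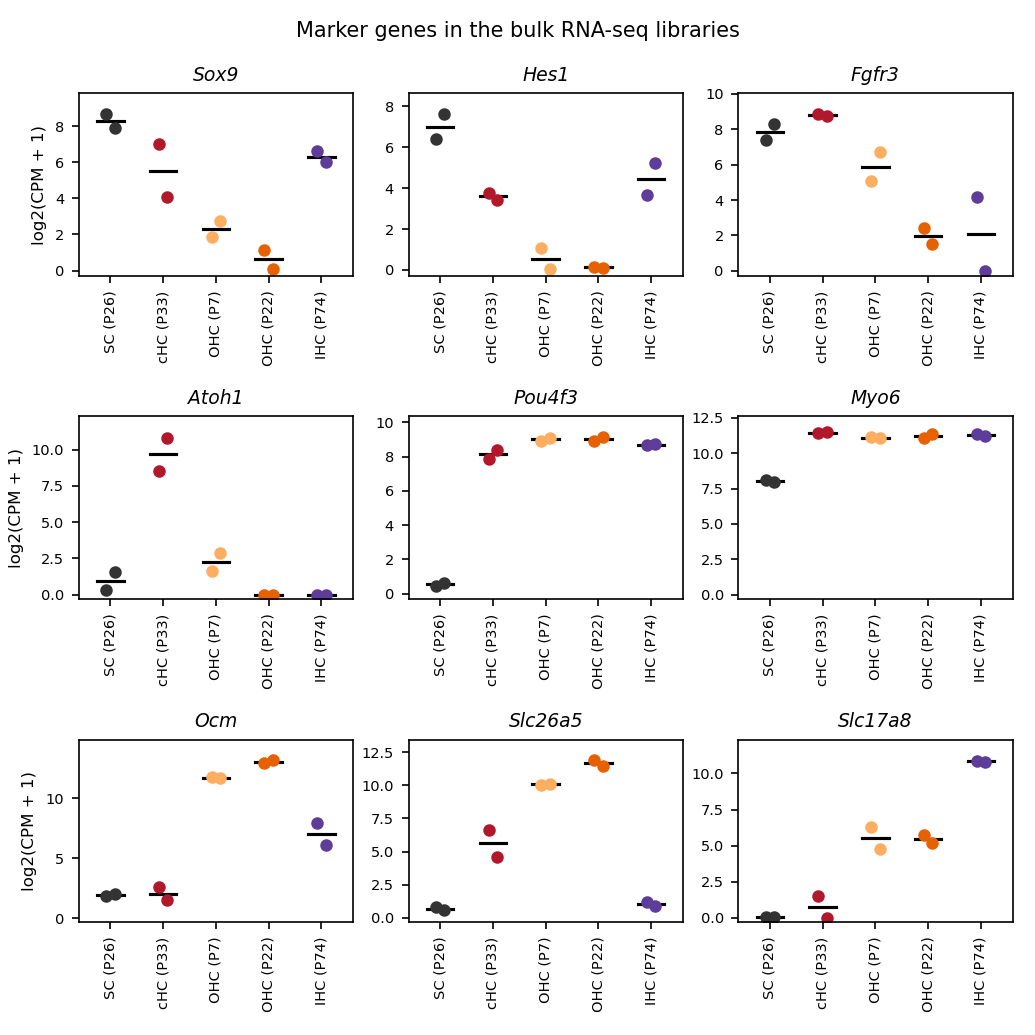
Expression of 9 of the 24 marker genes as log2(CPM + 1) on the y axis in each library (points) and its mean (line) for the 5 cell types on the x axis. *Pou4f3* lies between 235 and 330.0 CPM in the cHC libraries against 0.360 and 0.580 CPM in the SC libraries, whereas *Ocm* stays at 4.98 and 1.91 CPM in the cHC libraries.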

To further validate the genes we found to be differentially expressed at the protein level, we found that 24 genes that had previously been shown to be differentially expressed in SCs, cHCs, and OHCs by immunostaining showed consistent expression patterns among SCs, cHCs and OHCs [14], and such patterns were also comparable to gene expression profiles determined by single-cell RNA-seq (**S3G Fig**).

To determine whether cHCs (P33) resembled differentiating neonatal HCs, as indicated by immunostaining and morphological results in previous reports [14, 21], we estimated, based on Spearman correlation analysis of bulk RNA-seq profiles, the distances between SCs (P26), OHCs (P7), OHCs (P22), IHCs (P74), and cHCs (P33). The distance of cHCs from OHCs (P7) was smaller than that from SCs, OHCs (P22), or IHCs (**S3H Fig**). These analyses provided evidence that cHCs resembled OHCs (P7) more than the mature SCs, and mature OHCs/IHCs analyzed. 

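The distance of cHCs from each other cell type was computed as 1 minus the Spearman correlation of counts across the 23415 genes with at least 1 count, averaged over the 4 pairs of libraries. The mean distance of cHCs was 0.200 from OHCs (P7), 0.225 from IHCs, 0.231 from SCs and 0.267 from OHCs (P22). The distance from OHCs (P7) was therefore the smallest, by 0.0248 in comparison with IHCs. The cHC libraries differed in this respect. The distances of cHC replicate 13 were 0.206 from OHCs (P7) and 0.208 from SCs, a difference of 0.00200, while those of cHC replicate 16 were 0.194 from OHCs (P7) and 0.253 from SCs. The SD of the difference between the smallest other distance and that from OHCs (P7), taken over the cHC libraries, was 0.0226. In exact two-sided permutation tests of the library labels, the distance from OHCs (P7) differed from that of SCs, OHCs (P22) and IHCs with p = 0.333 each, the smallest p that 6 arrangements of 2 libraries against 2 allow, so this design cannot reach p = 0.05. OHCs (P7) share their series of library numbers with SCs and cHCs, and within this series the distance from OHCs (P7) was smaller than that from SCs by 0.0307. OHCs (P22) and IHCs belong to the other series, and no comparison with them within a series was possible. OHCs (P7) were the nearest cell type on average under each of the other measures and gene sets that were set before the data were examined. With the Euclidean distance over the 200 genes with the largest median absolute deviation, however, cHC replicate 13 was nearer to SCs (63.0) than to OHCs (P7) (77.8). From the smaller distance from OHCs (P7) than from SCs, OHCs (P22) or IHCs, the paper takes these analyses as evidence that cHCs resembled OHCs (P7) more than the mature cell types analyzed.

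**Figure D2:**
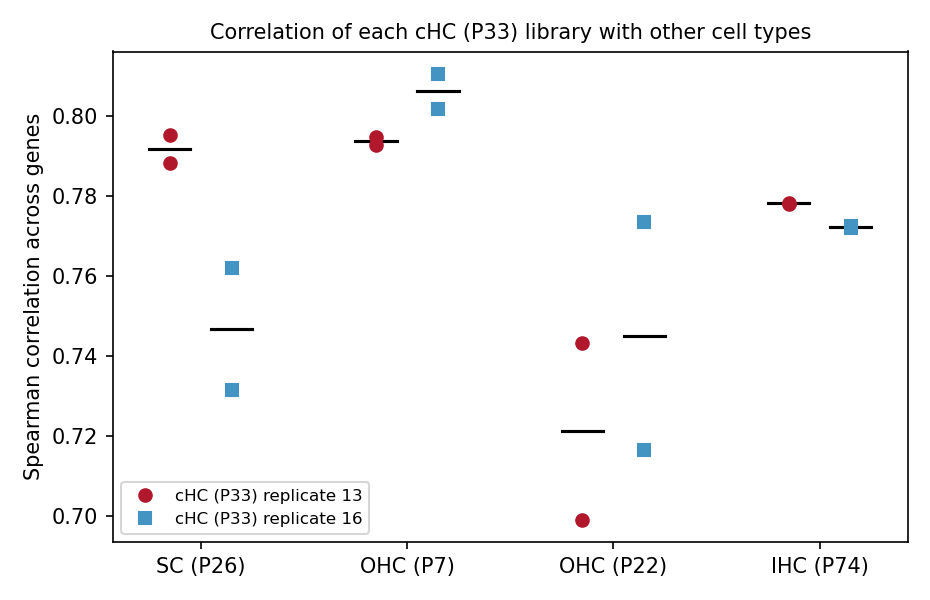
Spearman correlation across genes (y axis) of each cHC library with each library of the other 4 cell types (x axis), with cHC replicate 13 as circles, cHC replicate 16 as squares and their means as lines. The mean correlation with SCs is 0.792 for cHC replicate 13 and 0.747 for cHC replicate 16, and that with OHCs (P7) is 0.794 and 0.806.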

Cell type marker expression in SCs, cHCs, OHCs (P7), OHCs (P22), and IHCs was comparable to that observed using single-cell RNA-seq (**S3G Fig**).

To identify TFs that may promote Atoh1-mediated SC-to-HC conversion in vivo, we focused on TFs that are differentially expressed between mature SCs (P26), cHCs (P33), and mature OHCs (P22). 

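S4 Table lists 444 TF genes, all of which were among the genes tested. A joint F-test of edgeR over SCs (P26), cHCs (P33) and OHCs (P22), with the FDR adjusted across all 16891 tested genes, gave 58 of the 444 TF genes at an FDR under 0.05, and 148 had an unadjusted p under 0.05. When the FDR was adjusted across the TF genes only, 77 passed. When at least 1 of the 3 pairwise comparisons had to pass, 71 did. The number was 87 with limma-voom, the method named by the paper, and 125 with DESeq2. With the files as attached to the sample records, 0 TF genes passed and 77 had an unadjusted p under 0.05. The largest fold change of a TF gene in the 3 pairwise comparisons was that of *Atoh1*, whose log2 fold change between OHCs (P22) and cHCs was -17.83 (standard error 2.10, edgeR FDR = 0.00528). This estimate rests on 0 counts in both OHC (P22) libraries, where 3 counts correspond to 0.154 and 0.140 CPM before TMM scaling. The paper's text does not name the contrasts behind its number.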

Among 1,425 TFs in the mouse genome (Animal Transcription Factor Database, http://www.bioguo.org/AnimalTFDB/), we identified 90 TF genes that were differentially expressed, with statistical significance, in SCs (P26), cHCs (P33), and OHCs (P22) (**Fig 3, S4 Table**). To confirm that these TFs represented the underlying conversion of SCs to cHCs, we performed GO enrichment analysis where the most significantly differentially expressed categories included “sensory perception of sound”, “sensory perception of mechanical stimulus”, “neuron development”, “cell projection organization”, “inner ear development”, “sensory organ development”, and “synaptic transmission” (FDR < 0.05).

**Fig 3:**
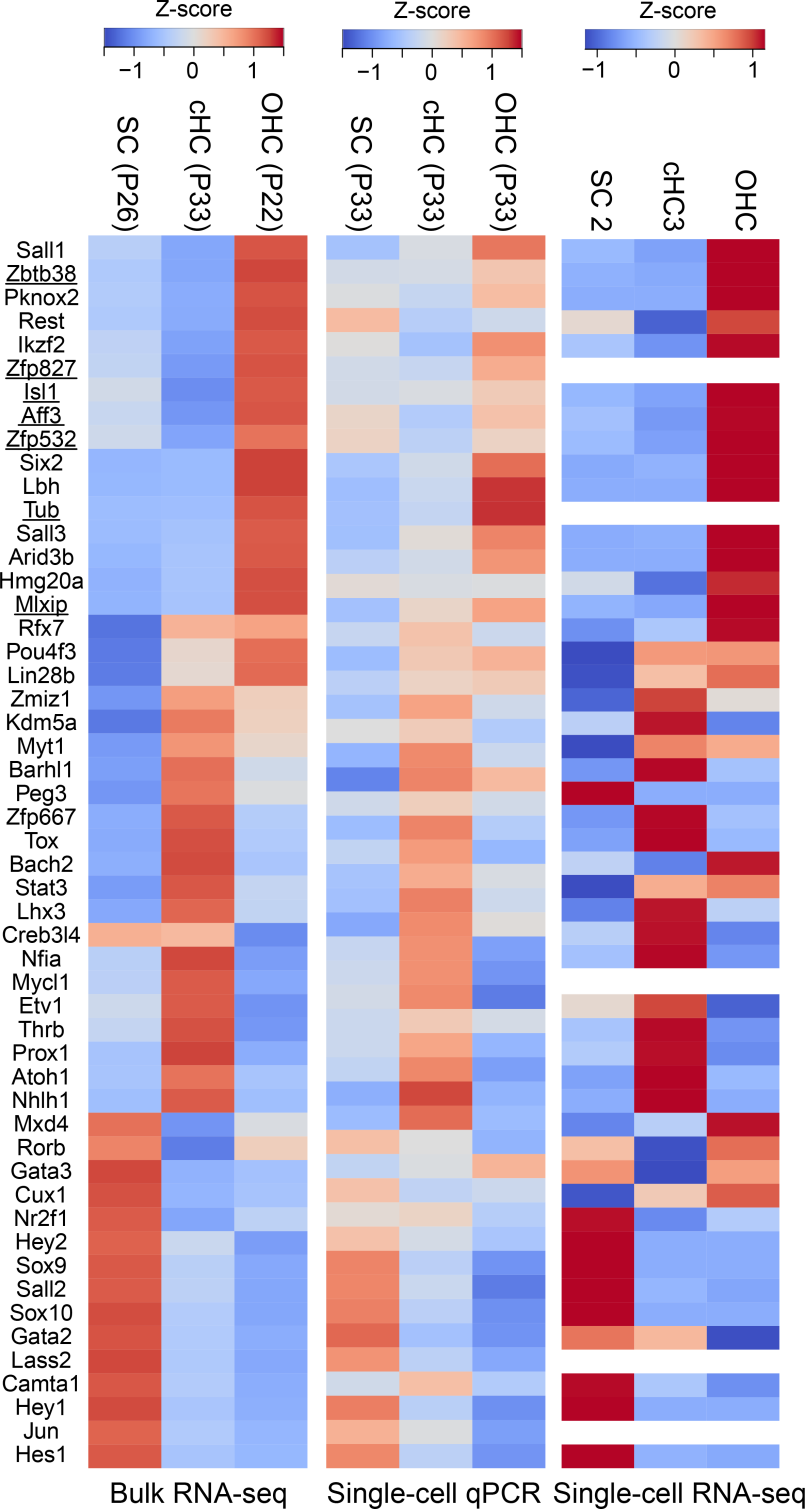
Differentially expressed TFs in SCs, cHCs, and OHCs. Heatmaps showing gene expression levels detected by bulk RNA-seq (left heatmap), single-cell qPCR (middle heatmap), and single-cell RNA-seq (right heatmap) for 52 differentially expressed TFs. *Isl1* and its six downstream target TFs are underlined [43].

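Of the 52 TF genes, 16 had their highest mean CPM in SCs, 17 in cHCs and 19 in OHCs (P22). In the joint edgeR F-test over these 3 cell types, 30 of the 52 passed an FDR of 0.05: 9 of the 16 that were highest in SCs, 8 of the 17 that were highest in cHCs and 13 of the 19 that were highest in OHCs (P22). An unadjusted p under 0.05 was found for 50. With limma-voom, 46 of the 52 passed. With the authors' gene filter of more than 35 CPM in at least 2 libraries, which was inferred from S3 Table after seeing the data, limma-voom gave 52. The paper had selected the 52 genes as differing among these cell types, in part in the same bulk libraries. That selection favours low p values, so these counts are not independent evidence. Of the 17 TF genes highest in cHCs, 6 were higher in cHCs than in SCs at an FDR under 0.05 and 4 were higher in cHCs than in OHCs (P22). Of the 19 highest in OHCs (P22), 7 were higher in OHCs (P22) than in cHCs at an FDR under 0.05.

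**Figure D3:**
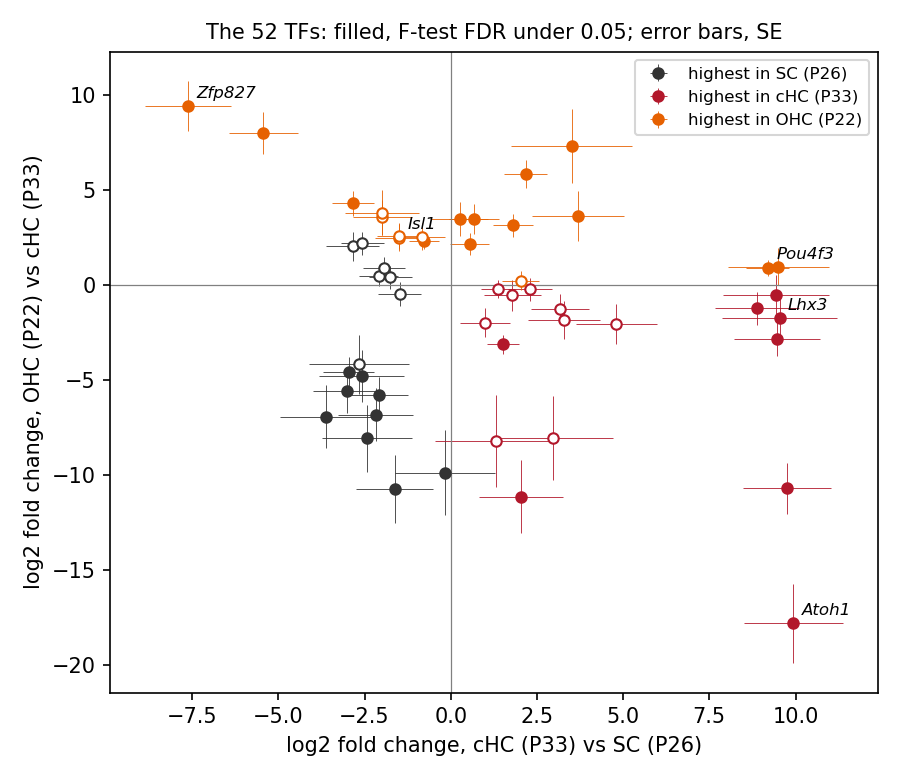
Log2 fold change between cHCs and SCs (x axis) against log2 fold change between OHCs (P22) and cHCs (y axis) for the 52 TF genes, coloured by the cell type with the highest mean, filled where the F-test FDR was under 0.05 and with bars for the standard error. *Atoh1* lies at 9.93 and -17.83, *Pou4f3* at 9.20 and 0.89, and *Isl1*, an open symbol, at -1.50 and 2.47.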

### Further validation with single-cell multiplex RT-qPCR of cochleae overexpressing Atoh1

We then utilized an orthogonal strategy to validate our list of differentially expressed genes by performing single-cell multiplex RT-qPCR analysis of 89 genes in manually isolated SCs, cHCs, and OHCs. These genes included: 1) 52 TF genes that we had identified as differentially expressed between SCs, cHCs, and OHCs in both single-cell and bulk RNA-seq; 2) specific SC or HC marker genes (i.e., *Slc26a5*, *Ocm*, *Gfi*, *Fgfr3*, *Cdkn1b*, *Gjb2*); and 3) housekeeping genes (i.e., *Gapdh*, *Actb*) to serve as controls (**S3I–S3M** and **S3P Fig**). Independent sets of single cells that included 27 SCs, 25 cHCs, and 16 OHCs, were isolated after enzymatic cochlear dissociation at P33 and analyzed with the Fluidigm BioMark high-throughput qPCR system (**S3I–S3M** and **S3P Fig**).

Comparison of the expression of TFs in the single-cell RNA-seq, bulk RNA-seq, and single-cell RT-qPCR datasets revealed a striking concordance among the three experimental strategies (**Fig 3**). To identify candidate TF genes that are required for transition from the SC/cHC1/2 states to cHC3 and whose overexpression could potentially increase conversion efficiency, we first focused on TFs overexpressed in cHC3 compared to SCs. As mentioned above, the cHCs (P33) manually isolated based on HC marker expression for bulk RNA-seq and single-cell qPCR are likely drawn from cHC2 and cHC3 in the single-cell RNA-seq samples. This approach revealed several TFs that could potentially increase the efficiency of conversion, including Barhl1, Lhx3, Nfia, and Pou4f3, many of which were also highly expressed in cHC3 cells in our single-cell RNA-seq analysis (**Fig 2C** and **S2A Fig**). 

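In the bulk RNA-seq, *Barhl1* (ENSMUSG00000026805, chromosome 2 from 28763199 to 28772188 in mm9) had 0.270 CPM in each SC library and 80.8 and 177 CPM in the cHC libraries, a log2 fold change of 8.89 (standard error 1.22, edgeR FDR = 0.00302). *Lhx3* (ENSMUSG00000026934, chromosome 2 from 26055732 to 26063769) had 0.0900 and 0.190 CPM in SCs and 64.9 and 152 CPM in cHCs, a log2 fold change of 9.54 (standard error 1.67, edgeR FDR = 0.0135). Both were close to the level of 3 counts in SCs, so the size of these fold changes is uncertain. Before TMM scaling, that level is 0.133 CPM in replicate 12 and 0.0740 CPM in replicate 11. *Pou4f3* rose by a log2 fold change of 9.20 (standard error 0.63, edgeR FDR = 5.14e-05). *Nfia* (ENSMUSG00000028565, chromosome 4 from 97439425 to 97868605) had 174 ± 10.4 CPM (SD, n = 2) in SCs and 498 ± 54.6 CPM (SD, n = 2) in cHCs. Its log2 fold change of 1.52 (standard error 0.47) was in the same direction in all 4 pairs of libraries but did not pass in the edgeR test (FDR = 0.169), and passed with limma-voom (FDR = 0.0197) and DESeq2 (FDR = 0.0408). From cHCs to OHCs (P22), *Nfia* fell by 3.14 on the log2 scale (standard error 0.50, edgeR FDR = 0.00937), whereas the changes of *Barhl1*, *Lhx3* and *Pou4f3* had FDRs of 0.456, 0.436 and 0.295. All these fold changes rest on duplicates, and the SC and cHC libraries belong to the same series of library numbers.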

As mentioned before, Pou4f3 has been shown to improve Atoh1-mediated conversion in vivo [21]. 

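*Aff3* (ENSMUSG00000037138, chromosome 1 from 38234171 to 38721800 in mm9) had 10.8 ± 5.63 CPM (SD, n = 2) in cHCs and 208 ± 43.5 CPM (SD, n = 2) in OHCs (P22), a log2 fold change of 4.27 (standard error 0.66, edgeR FDR = 0.00877). *Sall3* (ENSMUSG00000024565, chromosome 18 from 81163115 to 81183317) had 40.2 ± 21.3 CPM (SD, n = 2) in cHCs and 447 ± 249 CPM (SD, n = 2) in OHCs (P22), a log2 fold change of 3.47 (standard error 0.80, edgeR FDR = 0.0411), and its FDR was 0.0665 when only these libraries were fitted. *Ikzf2* (ENSMUSG00000025997, chromosome 1 from 69577788 to 69732534) had a log2 fold change of 3.54 (standard error 0.91) that did not pass in the edgeR test (FDR = 0.0635) and passed with limma-voom (FDR = 0.0292). *Sall1* (ENSMUSG00000031665, chromosome 8 from 91551147 to 91568061) had a log2 fold change of 3.80 (standard error 1.16) that did not pass either (edgeR FDR = 0.113), and limma-voom gave an FDR of 0.0467. Each of these 4 genes was higher in both OHC (P22) libraries than in both cHC libraries, the direction for which the paper named them, partly from the same libraries. The SC libraries differed in *Sall1*, with 12.8 CPM in replicate 12 and 393 CPM in replicate 11, and in *Ikzf2*, with 39.9 and 296 CPM. At P7, OHCs already had 585 ± 97.5 CPM (SD, n = 2) of *Sall1*, 291 ± 1.07 CPM (SD, n = 2) of *Sall3*, 472 ± 13.8 CPM (SD, n = 2) of *Ikzf2* and 216 ± 8.03 CPM (SD, n = 2) of *Aff3*. OHCs (P22) and cHCs come from different series of library numbers.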

We also focused on TFs that are overexpressed in OHCs compared to cHC3 or cHCs (P33) whose overexpression could promote the completion of conversion; such TFs included Sall1/3, Ikzf2, Isl1, and Aff3 (**Fig 3**).

### Identification and validation of Isl1 as a potentiating co-reprogramming factor for Atoh1-mediated SC-to-HC conversion both ex vivo and in vivo

We next sought to identify the TFs that would be most likely to potentiate Atoh1-mediated SC-to-HC conversion. To accomplish this, we examined the list of genes overexpressed in OHCs for a TF that has been shown to regulate other differentially expressed genes. 

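*Isl1* (ENSMUSG00000042258, a protein-coding gene on chromosome 13 from 117088478 to 117099896 in mm9) had 132 ± 16.2 CPM (SD, n = 2) in SCs, 46.6 ± 13.9 CPM (SD, n = 2) in cHCs, 33.7 ± 21.4 CPM (SD, n = 2) in OHCs (P7), 258 ± 32.2 CPM (SD, n = 2) in OHCs (P22) and 51.5 ± 36.6 CPM (SD, n = 2) in IHCs. The log2 fold change between OHCs (P22) and cHCs was 2.47 (standard error 0.73), with the OHC (P22) libraries at 281 and 236 CPM and the cHC libraries at 36.8 and 56.3 CPM. It did not pass in the edgeR test (FDR = 0.0990), whereas limma-voom, the method named by the paper, gave 2.40 (FDR = 0.0388) and DESeq2 gave 2.56 (FDR = 0.00981). With each library of these cell types left out in turn, the log2 fold change stayed between 2.19 and 2.80. The log2 fold change of *Isl1* between OHCs (P22) and SCs was 0.97 (standard error 0.69, edgeR FDR = 0.390), and that between cHCs and SCs was -1.50 (standard error 0.70, edgeR FDR = 0.345).

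All 6 target TF genes had higher values in both OHC (P22) libraries than in both cHC libraries. The paper took these targets from TFs overexpressed in OHCs, a list that rests partly on these libraries. Their shared direction is therefore not independent evidence that *Isl1* regulates them. *Zfp827* (ENSMUSG00000071064, chromosome 8 from 81552336 to 81717665) had 0.0900 and 0.180 CPM in cHCs and 95.8 and 93.1 CPM in OHCs (P22), a log2 fold change of 9.40 (standard error 1.34, edgeR FDR = 0.00572), and 44.5 and 10.1 CPM in SCs. *Mlxip* (ENSMUSG00000038342, chromosome 5 from 123844807 to 123915306) had 90.3 ± 31.0 CPM (SD, n = 2) in cHCs and 794 ± 318 CPM (SD, n = 2) in OHCs (P22), a log2 fold change of 3.14 (standard error 0.61, edgeR FDR = 0.0189). *Zbtb38* (ENSMUSG00000040433, chromosome 9 from 96583182 to 96653250) had 169 ± 40.8 CPM (SD, n = 2) in cHCs and 842 ± 81.9 CPM (SD, n = 2) in OHCs (P22), a log2 fold change of 2.32 (standard error 0.46, edgeR FDR = 0.0207). *Aff3* had a log2 fold change of 4.27 (edgeR FDR = 0.00877). The differences of *Zfp532* (ENSMUSG00000042439, chromosome 18 from 65739884 to 65849088), with a log2 fold change of 2.58 (standard error 0.68), and *Tub* (ENSMUSG00000031028, chromosome 7 from 116154339 to 116177974), with 7.28 (standard error 1.95), did not pass in the edgeR test, with FDRs of 0.0677 and 0.0713. With limma-voom, *Tub* had an FDR of 0.0287 and *Zfp532* one of 0.0681. *Tub* had only 0.0900 and 2.11 CPM in the cHC libraries and 0.0400 and 0.130 CPM in the SC libraries. The size of its fold changes is therefore uncertain. With each library left out in turn, that between OHCs (P22) and cHCs ranged from 6.36 to 10.91 on the log2 scale. When only the OHC (P22) and cHC libraries were fitted, *Mlxip* and *Zbtb38* had FDRs of 0.0587 and 0.0902. Compared with SCs, *Mlxip* and *Tub* were higher in OHCs (P22) at an FDR under 0.05, and the other targets were not. The log2 fold changes of *Mlxip* and *Tub* were 4.95 (edgeR FDR = 0.00127) and 10.79 (edgeR FDR = 0.0152). *Isl1* was not higher in OHCs (P7) than in cHCs (log2 fold change -0.464, edgeR FDR = 0.888). *Zfp827* and *Aff3* nevertheless were, by 8.16 and 4.32 (edgeR FDRs of 0.0281 and 0.0278), so they did not follow *Isl1* RNA there. *Mlxip*, *Zbtb38*, *Zfp532* and *Tub* did not pass in this comparison (edgeR FDRs of 0.599, 0.994, 0.514 and 0.282). OHCs (P22) and cHCs come from different series of library numbers.

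**Figure D4:**
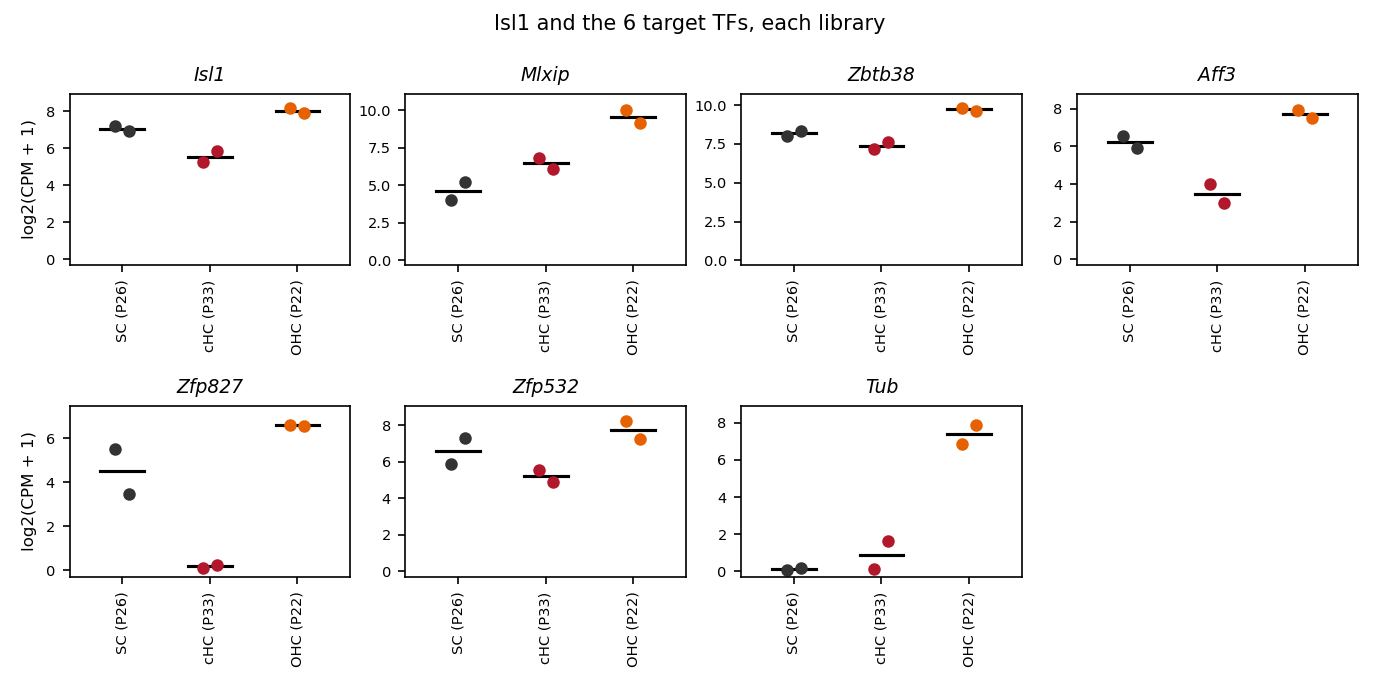
Expression of *Isl1* and its 6 target TF genes as log2(CPM + 1) on the y axis in each library (points) and its mean (line) for SCs (P26), cHCs (P33) and OHCs (P22) on the x axis. *Isl1* has 143 and 120.3 CPM in the SC libraries, 36.8 and 56.3 CPM in the cHC libraries and 281 and 236 CPM in the OHC (P22) libraries.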

Strikingly, Isl1 was previously shown to regulate the expression of six of the 16 other overexpressed TFs, including *Mlxip*, *Zbtb38*, *Aff3*, *Zfp827*, and *Zfp532* in cardiac pacemaker cells [36] and *Tub* in retinal cells [37].

To determine if Isl1 can cooperate with Atoh1 to increase the SC-to-HC conversion efficiency and completion, we first overexpressed Isl1 in neonatal mouse cochlear explants. These ex vivo models have been shown to be surrogates of in vivo cochlear SC-to-HC conversion where cells analogous to SCs in the medial region (the greater epithelial ridge [GER]) of the cochlear explant can be converted to cHCs by ectopic Atoh1 expression [15, 38]. After transfecting the explants with empty (GFP) vector, *Atoh1*, *Isl1*, or both *Atoh1* and *Isl1*, we found a significant increase in the number of transfected GER cells converted into Myo6-expressing cHCs when both *Atoh1* and *Isl1* were transfected, whereas *Isl1* itself did not convert the GER cells to cHCs (**Fig 4A–4D**). The increase in the conversion rate in *Atoh1-Isl1* co-transfected cochleae was nearly double that in cochleae transfected with *Atoh1* alone (43.9% vs. 25.5%, 2-way ANOVA, p < 0.05), while the transfection rates among the four groups were similar (**Fig 4E and 4F**). We observed no significant difference in Ki67 staining among transfected GER cells (GFP+) between explants transfected with *Atoh1* alone and those transfected with *Atoh1+Isl1* (1.3% vs. 1.1%), indicating no significant proliferation was induced by the co-transfection.

**Fig 4:**
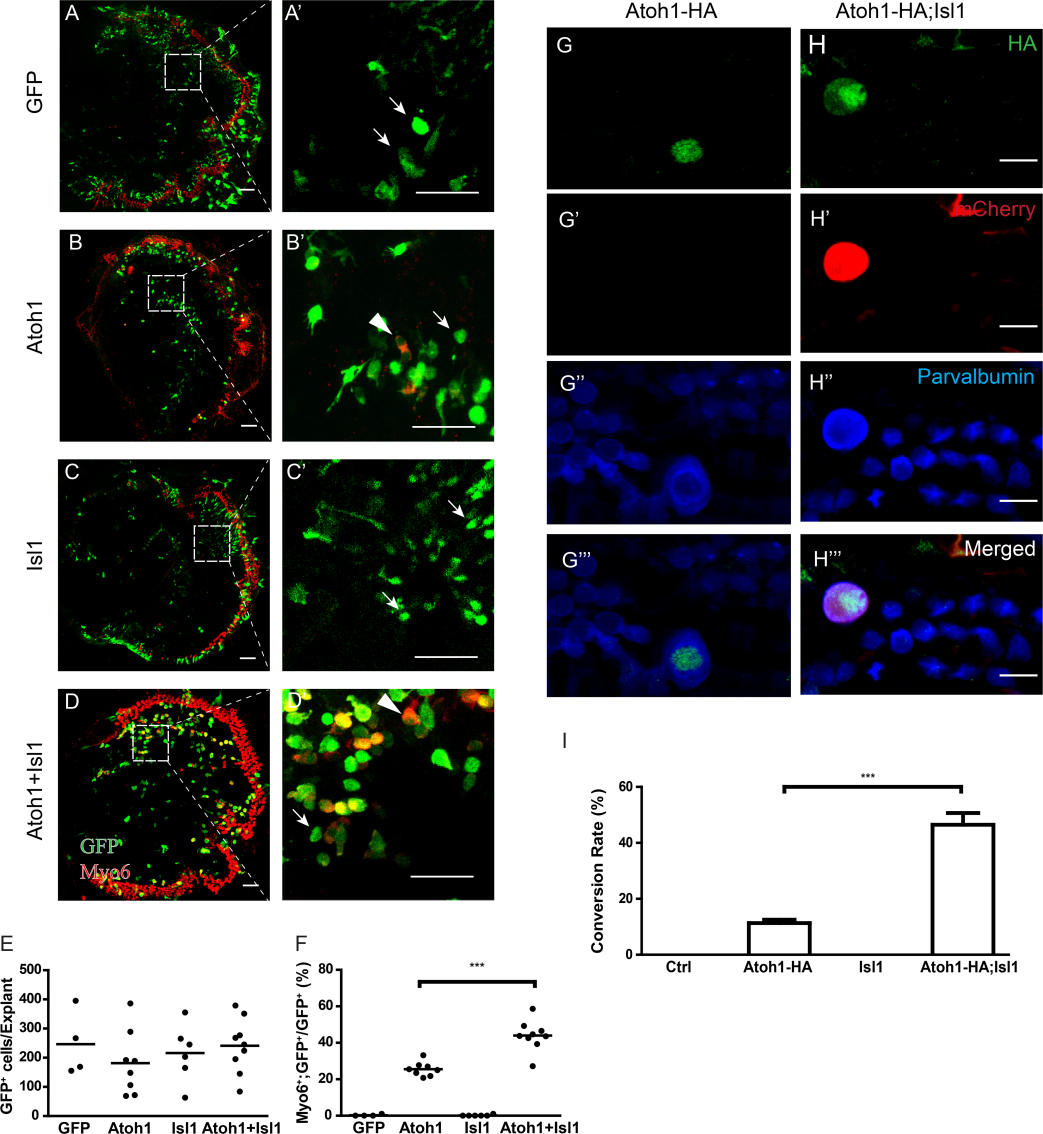
Isl1 synergistically enhances Atoh1-mediated SC-to-HC conversion *ex vivo* and *in vivo*. (A-D) Immunofluorescence staining of GFP (green) and Myo6 (red) in cultured cochlear explants 7 days after transfection. The explants were prepared from mice at P0 and transfected by electroporation with IRES-GFP alone (A and A’), Atoh1-IRES-GFP (Atoh1, B and B’), Isl1-IRES-GFP (Isl1, C and C’), or Atoh1-IRES-GFP and Isl1-IRES-GFP (Atoh1+Isl1, D and D’). GFP+ cells indicate transfected cells, and Myo6a is a HC marker. White arrows indicate nonconverted GFP-transfected GER cells, and white arrowheads indicate converted HCs that are positive for GFP and Myo6. The white boxes in panels A-D are enlarged in panels A’-D’, respectively. Scale bars represent 100 μm in A-D and 50 μm in A’-D’. (E, F) Scatter plots showing the conversion rates (E) as defined by the number of GFP+/Myo6+ double-positive cells divided by the number of GFP+ cells and the transfection rates (F) as defined by the number of GFP+ GER cells of corresponding explants. Each dot represents a sample; lines indicate mean values. ***P < 0.001 by Student’s t-test. (G-H) Immunofluorescence staining of HA (green), mCherry (red), and parvalbumin (blue) in the HC layer of cochlear wholemounts of Fgfr3-iCreER; Atoh1-HA (Atoh1-HA, G-G”‘) and Fgfr3-iCreER; Atoh1-HA; Isl1-IRES-mCherry (Atoh1-HA; Isl1, H-H”‘) mice. The mice that received tamoxifen injection at P12 and P13 were analyzed at P33. Scale bars represent 10 μm. (I) Quantification of conversion rate (see Methods for the calculation) in Fgfr3-iCreER; tdTomato (Ctrl), Atoh1-HA, Fgfr3-iCreER; Isl1-IRES-mCherry (Isl1), and Atoh1-HA; Isl1 mice. Data are presented as average ± SEM. ***P < 0.001 by Student’s t-test.

To validate Isl1’s function in vivo, we created transgenic mouse lines to ectopically express Isl1 and to test whether the Isl1 co-expression in SCs synergistically enhances Atoh1-mediated conversion in vivo **(Fig 4H** and **S4 Fig)**. We inserted the CAG-loxp-stop-loxp-Isl1-IRES-mCherry fragment (which has the same backbone as the Atoh1-HA transgenic construct) into the mouse genome, and bred transgenic founders with the Fgfr3-iCreER mice to test Isl1 overexpression alone in PCs and DCs. In addition, we bred Isl1 transgenic founders with Fgfr3-iCreER and Atoh1-HA overexpressing mice to test the synergistic effect between Atoh1-HA and Isl1 in PCs and DCs. We used the same tamoxifen-mediated induction strategy for Atoh1- or Isl1-overexpression mice in PCs and DCs.

Similar to our ex vivo explant model, in two independent transgenic founder lines, co-expressing Isl1 with Atoh1 in SCs significantly increased the conversion rate compared with Atoh1 alone (50% vs 13%, see Materials and Methods for conversion rate calculation) (**Fig 4H–4J**) three weeks after tamoxifen induction (at P12). Expression of Isl1 alone, in contrast, failed to promote any conversion from SCs to HCs. Together, these *ex vivo* and *in vivo* results demonstrate that Isl1 synergistically enhances Atoh1-mediated SC-to-HC conversion by increasing the conversion rate. Moreover, the results validate our bulk, single-cell RNA-seq, and single-cell qPCR analyses, indicating that our approach can identify co-reprogramming factors that promote Atoh1-mediated SC-to-HC conversion.

## Discussion

In this study, we performed comprehensive, high-resolution transcriptional profiling of mouse organs of Corti after ectopic expression of Atoh1-HA in juvenile and adult SCs in vivo by using a combination of independent single-cell RNA-seq, bulk RNA-seq and single-cell multiplex qPCR analyses, all of which are consistent with each other. These analyses reveal a conversion continuum starting from initial donor SCs progressing towards a target state (cHC3) that most closely resembles neonatal differentiating HCs, while also uncovering unique early transition states (cHC1/2) of the conversion. Surprisingly, we found that expression of the transgene, Atoh1-HA, increased as the conversion progressed, and was highly correlated with that of endogenous Atoh1. Moreover, our approach identified 51 TF genes that are differentially expressed as cells undergo SC-to-HC conversion, and initiated a regulatory gene network of TFs that are required at different stages during HC reprograming. Importantly, we validated that one of these TFs, Isl1, synergistically promotes Atoh1-induced conversion *ex vivo* and *in vivo*.

### Single-cell transcriptomics reveals a continuum of SC-to-HC conversion by Atoh1

Based on our multi-faceted transcriptome profiling, our cHCs start with donor SCs (P12) when Atoh1-HA is ectopically expressed, gradually decrease expression of many SC-enriched genes, concomitantly gain HC signatures, and eventually reach the cHC3 state that closely resembles neonatal HCs (i.e., P7 OHCs). These results are consistent with our previous reports using morphological and immunostaining criteria [14, 21]. In >125 individual cHCs and >161 SCs/OHCs at three independent time points (P12, P26 and P33), the cHC conversion is a continuum, a conclusion also supported by our bulk RNA-seq and single-cell qPCR analyses. The pseudotemporal separation of the conversion enabled the logical identification of TFs that are required at different stages of conversion. Interestingly, we discover two clusters of early transition states (cHC1/2) that transiently express different sets of TF genes that can potentially contribute to the initial conversion from SCs at P12. By identifying differentially expressed TF genes between cHC3 and mature OHCs, we also list TFs that can presumably promote the completion of conversion. By gene network analysis, we discover the key TFs for conversion, including Atoh1, Pou4f3 and their closely correlated TFs, several of which have been previously demonstrated to contribute to SC-to-HC conversion [13, 14, 21, 39]. For example, Pou4f3 functionally promotes Atoh1-mediated conversion *in vitro* (together with Gfi1) [39] and *in vivo* [21], while GATA3 plays a key role in the Atoh1-mediated conversion in adult cochleae in vivo [21].

Future analyses of our high-resolution profiling can provide further insight into Atoh1-mediated conversion. For example, conversion paths are dependent on the starting donor cell’s genetic and epigenetic states, driving factors, and environment [2, 5, 40]. It is possible that distinct subpopulations of SCs provide the appropriate cellular context where Atoh1 has access to the required target loci to induce further conversion. Further work is needed to determine how closely early cHCs (i.e., cHC1/2) resemble otic progenitors, bypassing potentially harmful (i.e., tumorigenic) aspects of the progenitor phenotype.

### Progressively increased expression of endogenous and transgenic Atoh1 during conversion

Along with the revealed continuous process of conversion (from SC1 to cHC3), we also found that the expression of endogenous Atoh1 is progressively upregulated, with the lowest expression in the SC1 state and the highest expression in the cHC3 state. Such upregulation of endogenous Atoh1 is attributed to the ectopic expression of Atoh1-HA and the transcriptional autoregulation of the endogenous Atoh1 [31]. Interestingly, Atoh1-HA is also progressively upregulated during conversion from SC1 to cHC3. In fact, endogenous Atoh1 and transgenic Atoh1-HA were highly correlated in >125 cHCs analyzed. It is commonly assumed that the CAG promoter drives constant high levels of gene expression in all cells at all times; however, this may not be true in the organ of Corti. In support of this, tdTomato reporter expression driven by the CAG promoter at the ROSA locus also exhibits strikingly different intensities between IHCs and OHCs at P76 (**S3B Fig**). It is possible that both the CAG promoter for Atoh1-HA and the endogenous Atoh1 promoter are subject to transcriptional regulation by some common transcriptional or epigenetic factors [41]. It is also possible that Atoh1 and Atoh1-HA mRNAs are stabilized by common but unknown RNA binding proteins or miRNAs. Interestingly, Dicer mutant mice exhibited immature hair bundle morphology strikingly similar to that in Atoh1-HA-driven converted HCs [21, 42], linking miRNAs to Atoh1 mRNA stability.

### Additional transcription factors that promote Atoh1-mediated SC-to-HC conversion in vivo

For most direct reprogramming, multiple TFs function together, simultaneously or consecutively, either in the initiation stage or the later stage, to determine the cell fate and to induce efficient and complete conversion [2–5]. Thus, it is critical to identify TFs that improve Atoh1-mediated conversion. Here we have identified and validated 52 TF genes, including *Atoh1*, that are differentially expressed in SCs, cHCs, and OHCs. Notably, of these 52 TFs, Pou4f3 functionally promotes Atoh1-mediated conversion in vitro (together with Gfi1) [39] and in vivo [21] or by itself promotes conversion in vivo [21]. Interestingly, several TFs among the 52 are involved in development and cell fate reprogramming. For example, Isl1 is critical for pacemaker cell differentiation in the heart [43], and for motor neuron differentiation [44]. Several TFs (Isl1, Tub, Zbtb38, Zfp827, Aff3, Mixip and Zfp532) have been shown to be involved in pacemaker cell conversion in the heart [43]. Moreover, overexpression of Lhx3 in cochlear nonsensory cells is suggested to lead to Isl1 suppression [45]. Isl1 is also co-expressed with Atoh1 during early cochlear development [46]. Here we provided ex vivo and in vivo evidence that Isl1 indeed synergistically enhances Atoh1-mediated conversion in the cochlea. However, it remains unknown how Isl1 promotes Atoh1-mediated conversion. Notably, by forming complexes with different TFs (Lhx3 vs Phox2a), Isl1 can program ESCs to distinct cell identities (spinal vs. cranial motor neurons) [44, 47] by turning on variable groups of target genes determined by its binding partners. Thus, it will be important to identify the specific Isl1 binding complex in Atoh1-induced conversion. Moreover, future studies (e.g. single-cell RNA-seq and electrophysiology) on the Atoh1 and Isl1-converted HCs are also needed to molecularly and biologically characterize these cells to examine whether Isl1 also promotes HC maturation *in vivo*. Nonetheless, these results for Isl1 ex vivo and in vivo undoubtedly validate our single-cell transcriptomic analyses and identify 51 TFs that can promote Atoh1-mediated conversion in vivo.

SC-to-HC direct conversion is initially predominant in chicken HC regeneration that also starts with upregulation of Atoh1 in SCs [48] where the initial nuclear migration and other morphological cellular transformation are also similar to what we have characterized in our Atoh1-HA ectopic expression cochlear models [14, 21]. These parallels strengthen the notion that Atoh1-mediated HC conversion in the mature cochlea recapitulates the initial phases of naturally occurring HC conversion in non-mammalian species [48] and mammalian utricles [16].

Of note, our Atoh1-mediated SC-to-HC conversion path is remarkably similar to those reprogramming paths described in other regenerative systems. Ascl1-driven reprogramming of mouse embryonic fibroblast (MEF) cells to induced neurons (iN) in vitro exhibited a continuous conversion path nearly identical to the Atoh1-mediated conversion path [8]. Both Atoh1 and Ascl1 appear to act in a similar manner where donor cells overcome threshold barriers to initiate simultaneous upregulation of target cell fate genes and downregulation of donor cell fate genes. Moreover, in the MEF-to-iN conversion in vitro, additional reprogramming factors (Brn2 and Mytl1) further prevented competing myogenic programs and/or reversal to the initial donor state. While in our Atoh1-mediated SC-to-HC conversion, additional factors may play similar roles as Brn2 and Mytl1; the 51 TFs identified here may also benefit other regenerative systems by improving their efficiency and completion.

Together, our studies represent a major step towards understanding cochlear HC regeneration in vivo, with the potential to further improve the ongoing ATOH1 gene therapy in the clinic for patients with hearing loss. More importantly, our approach provides a valued strategy for better studying cochlea and other regenerative systems where conversion efficiency and completion are also central challenges.

## Materials and methods

### Animals

The Animal Care and Use Committee of St. Jude Children’s Research Hospital approved all protocols used in this study, and all methods were carried out in accordance with the approved guidelines. Mice were housed in a facility with a 12-h light/dark cycle and free access to food and water. Fgfr3^iCreER^, Atoh1-HA, Chrna9-EGFP, Ai14 and prestin-YFP mice were as described previously [22, 49–51]. Ai14 mice (termed here tdTomato mice) have a loxP-flanked stop cassette followed by a CAG promoter-driven red fluorescent protein variant (tdTomato) in the Rosa26 locus. The Pval-Cre mice were purchased from The Jackson Laboratory (Stock no. 008069). In order to label cHCs in vivo, tamoxifen was intraperitoneally injected into Fgfr3^iCreER+^; Atoh1-HA^+^; Chrna9-EGFP^+^; tdTomato^+^ mice at 3 mg/40 g at P12-13 (simplified as P12) as described before [14]. Fgfr3^iCreER+^; tdTomato^+^ mice were used to isolate SCs. We found strong tdTomato signals in IHCs but weak signals in OHCs in Pval-Cre^+^; tdTomato^+^ mice at P74 (**S3B Fig**). Therefore, Pval-Cre^+^; tdTomato^+^ were used to collect isolated IHCs.

### Bulk RNA-seq

Cochleae were dissected out, enzymatically digested, and triturated gently using fire-polished Pasteur pipettes. The enzymatic digestion was performed by incubating the cochleae in 1 mg/ml pronase (Roche life science) at 37°C for 40–50 min [52]. Total RNAs from handpicked fluorescently labeled isolated cells were purified as described previously [52]. The cDNAs were created and amplified using Single Primer Isothermal Amplification (SPIA) technology according to the manufacturer's instructions (NuGEN, San Carlos, CA). Libraries for RNA sequencing were generated with Encore NGS Library Systems according to manufacturer's instructions (NuGEN). The 100-bp paired-end reads were generated using an Illumina HiSeq 2000 system (Illumina, San Diego, CA). Base calling was performed using Illumina Casava 1.7. FASTQ adapter sequences were trimmed (with Cutadapt) and mapped to the mouse mm9 genome by a pipeline that serially employs STAR and BWA as described previously [53]. The mouse mm9 genomic sequence file was obtained from Genecode (https://www.gencodegenes.org/). The mapping statistics were determined using FlagStat in SAMtools [54] and the mapped reads were counted using HTSeq [55]. The count matrix was trimmed and mean of M-values (TMM)-normalized [56], and the differentially expressed genes were obtained using the limma-voom package in R [57, 58] after adjusting the p value for the false discovery rate (FDR) using Benjamini and Hochberg's adjustments [59]. To obtain differentially expressed transcription factors, gene sets encoding transcription factors/regulators from the Animal Transcription Factor Database (http://www.bioguo.org/AnimalTFDB/) were used. Fragments per kilobase of exon per million fragments mapped (FPKM) value for each gene was calculated by dividing the count of reads for each gene by total read counts for each sample, multiplied by 1,000,000, and divided by each transcript length in kb. The transcript length for each transcript was calculated by adding up the length of all exons annotated for each gene from the mm9 annotation file obtained from Genecode. All heatmaps represented in this study were drawn using the gplots package in R. In order to perform PCA analysis, count of reads were TMM-normalized and divided by the transcript length (TMM-normalized FPKM), and the numbers were used for subsequent PCA analysis. The PCA analysis was computed using the prcomp function in R after genes showing no expression in any cell type were removed. GO analysis was performed using DAVID Bioinformatics Resources 6.7 (https://david.ncifcrf.gov/). Only nonredundant GO terms were selected by using Revigo (http://revigo.irb.hr/) [60]. Spearman’s and Pearson’s correlations were computed using the cor function in R.

The RNA-seq data is available at Gene Expression Omnibus (GEO) submission: GSE85983 (NCBI tracking system #18023366).

### Single-cell qPCR

Total RNA (300ng) extracted from the inner ear of a C57BL6 mouse at P1 was converted into cDNA by using SuperScript VILO Master Mix (Thermo Fisher Scientific). After adding 2× TaqMan PreAmp Master Mix (Thermo Fisher Scientific) and 10× primer mix, pre-amplification of target genes was performed with 14 cycles of 95°C for 15 s and 60°C for 4 min. The cDNAs were treated with Exonuclease I (New England Biolabs, Beverley, MA), and the fivefold diluted cDNA was used to make a threefold dilution series of 15 concentrations. The samples were mixed with 2× SsoFast EvaGreen Supermix with Low Rox (Bio-Rad, Richmond, CA) and 20× DNA Binding Dye Sample Loading Reagent (Fluidigm, South San Francisco, CA). They were combined with 2× Assay Loading Reagent and pooled primer pairs in the 48.48 Dynamic Array integrated fluidic circuit (IFC) (Fluidigm) using the BioMark IFC controller MX (Fluidigm). The quantitative PCR was performed using a BioMark HD system (Fluidigm). The limit of detection threshold cycle (LOD-Ct) value was determined from the highest Ct value obtained using a threefold dilution series of 15 concentrations. The universal LOD-Ct was obtained by calculating the median value.

Handpicked fluorescent cells described above were lysed in 5 μL of lysis buffer containing 1× VILO reaction mix (Thermo), 1.2 U/L SUPERase•In RNase Inhibitor (Thermo Fisher Scientific), and 0.5% NP-40. The cDNA was generated in a 6-μL reaction volume after adding 0.15 μL of 10× SuperScript Enzyme Mix (Thermo Fisher Scientific) and 0.12 μL of T4 Gene 32 Protein (New England Biolabs). The RT reactions were performed as recommended by Fluidigm. Pre-amplification of target genes was performed, and the fivefold diluted cDNA was used for subsequent quantitative PCR analysis as described above and Cq value of each gene for each cell were obtained using Fluidigm Real-Time PCR Analysis software. The Cq values were converted to expression levels using the equation Log_2_(Ex) = (LOD-Ct) value—Cq.

### Single-cell RNA-seq

Cochleae were dissected out and incubated in solution (50% accutase (Innovative Cell Technologies, San Diego), 0.02% Trypsin(Thermofisher), 125 μg/ml Thermolysin (SIGMA-ALDRICH)) at 37°C for 3 min. 0.02 mg/ml collagenase IV (SIGMA-ALDRICH) and dispase (Worthington Biochemicals Corp) were further added to the enzyme solution and incubated for 4 min at 37°C. The enzymatically treated tissue was triturated gently using fire-polished Pasteur pipettes and aggregated cells were removed using a 40-μm strainer. The dissociated cells were centrifuged at 500 × g for 5 min and resuspended in solution (0.5% fetal bovine serum, 0.04% bovine serum albumin, 0.3 mM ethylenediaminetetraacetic acid in Hanks' balanced salt solution). Library construction was performed using Chromium Single Cell 3’ v2 Reagent Kits (10X genomics) following the instruction manuals. Briefly, the dissociated cells were loaded into a Chromium Controller (10X Genomics) and the encapsulated cells were lysed individually. Reverse transcription within each oil droplet was performed and the cDNAs were amplified. Next-generation sequencing was performed using an Illumina HiSeq 4000 system (Illumina, San Diego, CA) and the sequence reads were aligned to mouse reference genome mm10 using the Cell Ranger pipeline (10X Genomics). The obtained gene-barcode matrices were further analyzed using Seurat 1.4.0.16 in R. Briefly, cells with relatively small and large library size in individual datasets were individually removed as potential doublets and low-quality cells. Cell cycle classification was performed using scran 1.4.5 in R, and cells that were classified as being in G1 phase were chosen. To minimize batch effects, expected counts were obtained by randomly generating numbers following a binominal distribution with the minimum number of unique molecular identifiers for all the cells as a size parameter and the population of each gene as the probability. Cell cycle-related, apoptosis-related, and ribosomal protein-encoded genes were removed. Highly variable genes were chosen by calculating the average expression and dispersion for each gene using the MeanVarPlot function in the Seurat package with default parameters [23]. Subsequent PCA followed by t-Distributed Stochastic Neighbor Embedding was performed. Differentially expressed genes were identified using the FindAllMarkers function in the Seurat package with a default condition and PCA followed by tSNE analysis were further performed using the differentially expressed genes. Pseudo-temporal ordering analysis was performed using Monocle 2.4.0 [24]. Briefly, the expected counts were loaded into the Monocle package with a lowerDetectionLimit of 0.5. Highly variable genes with ≥ 0.1 mean expression and ≥ 1.0 empirical dispersion for each gene were then chosen. The cell trajectories were then drawn using the remaining genes.

To create a machine learning classifier, 20% and 80% of cells from each cluster were chosen as the test and training datasets using the StratifiedShuffleSplit function from scikit-learn 0.9.0 in python 3.5.3. Expression values for each gene were transformed into the range between 0 and 1 using the MinMaxScaler function, PCA without whitening was performed using the training dataset, and the 30 principle components were chosen. Optimal parameters for the support vector machine with a radial basal function, such as the C and gamma parameters were determined using the GridSearch CV function with a default conditions (3-fold cross-validation). Predicted clusters for the remaining 20% of cells were determined using the predict function and the predicted clusters were compared to clusters determined by PCA followed by tSNE using the confusion_matrix function. The prediction accuracy of the remaining datasets (20%) using the classifier was 100%, thus validating the clusters identified by tSNE.

### Cochlear explant culture and electroporation

The organs of Corti from P0.5 FVB mice were dissected and electroporated as described previously [38]. Briefly, the organ of Corti was isolated with the basal hook region removed to allow for improved adhesion. The tissue was then transferred to 150 μL HBSS in the center of a Millipore filter membrane (30 mm–diameter culture plate insert; Millipore, Billerica, MA) with the sensory epithelium facing up. Excess HBSS was carefully removed, and 5 μL of plasmid (1 μg/μL) was immediately added on top of the tissue. The volumes and DNA concentrations for the transfection were kept constant for all experiments. The epithelium on the filter was then placed in the center of a dish electrode (anode, 2 mm–diameter flat round electrode; NEPA GENE catalog no. CUY700P2E). A cover electrode (cathode, 2 mm–diameter flat round electrode; NEPA GENE catalog no. CUY700P2L) was positioned above the epithelium. Two rectangular pulses were delivered (28 V, 30 ms duration, with a 970-ms interval) using the NEPA GENE CUY21EDIT Square Wave Electroporator. The organ of Corti was then left standing for 1 min, after which 1 mL of Opti-DMEM was added to the membrane. The explant was then divided in two on the filter membrane, and the apical and basal sections were transferred to separate 5-cm glass-bottom culture dishes (Mattek) coated with Matrigel (Corning). A 2-mL volume of pre-warmed culture medium (high-glucose DMEM, 10% fetal bovine serum, 20 ng/mL epidermal growth factor, 10 uL/mL N2 supplement, 50 μg/mL ampicillin) was then added to each dish, and the dishes were incubated at 37°C in 5% CO2 and 95% humidity for the duration of the culture.

### Transgenic mouse lines of Isl1 ectopic expression

The coding region of the murine *Isl1* gene was cloned using RT-PCR of mouse cochlear total RNA and inserted right before the IRES sequence of the pCAGGS-S-stop-IRES-mCherry vector [21]. The 8.0kb DNA fragments of CAG-flox-stop-flox-Isl1-mCherry were taken out using PvuI and SapI and injected into the zygotes [14]. The offspring of ten founders were analyzed and five of them exhibited specific expression of mCherry in DCs/PCs at cochleae at P33 and later stages after tamoxifen injection at P12-13 when bred with Fgfr3^iCreER+^. The obtained conditional transgenic mice showed no obvious abnormal cochlear morphology either with or without Isl1-induction in DCs/PCs. At least two independent lines (#4 and #18) phenocopied the synergistic effects of Isl1 and Atoh1 in this study. The analysis shown in this study is from #18.

### Immunofluorescence and quantification of hair cell conversion rate

The tissues were fixed in 4% paraformaldehyde for 15 minutes at room temperature (cultured explants) or for overnight at 4°C (P33 cochleae). After washing in PBS and, for P33 cochlea, decalcification in 120mM EDTA, the samples were blocked and permeabilized in blocking buffer (10% horse serum, 1% BSA, and 1% Triton X-100 in PBS) for 1h at room temperature. They were then incubated at 4°C overnight in primary antibody solution. Primary antibodies used are as follows: Chicken anti-GFP antibody (1:1000, Abcam), rabbit anti-myosin VI (1:500 Proteus Bioscience), rat anti-HA (1:75, SIGMA), mouse anti-parvalbumin (1:500, Sigma), and rabbit anti-mCherry (1:1000, Abcam). The tissues were incubated with 1:1000 diluted secondary antibodies for 2 hours at room temperature, washed with PBS, and then mounted for imaging using ProLong Gold Antifade Reagent (Life Technologies). All images were taken under a Zeiss Axiophot 2 microscope with an LSM710 confocal laser scanning image system (Carl Zeiss, Jena, Germany).

To analyze the transfected explant cochleae, GFP^+^ cells in the greater epithelial ridge (GER) region of the organ of Corti with no obvious abnormal shape were counted as transfected cells. Of the GFP^+^ cells, myosin VI^+^ (MyoVI^+^) / GFP^+^ cells were counted as converted hair cells whereas MyoVI^+^/ GFP^+^ cells within clusters containing cells with MyoVI^+^/ GFP^+^ and with MyoVI^+^ were considered dislodged endogenous cells. The ratio of GFP^+^/ MyoVI^+^ cells to all GFP^+^ cells was presented as the conversion rate.

To analyze cochleae from transgenic mice, 200-μm-long regions in the middle turn of the cochleae were chosen, as described previously [14]. HA^+^ or mCherry^+^ were ectopically expressed only in DCs and PCs in this study. The conversion rate was calculated as the percentage of Parvalbumin^+^/ HA^+^ cells in all HA^+^ cells (for all Atoh1-HA mice), Parvalbumin^+^/ mCherry^+^ cells in all mCherry^+^ cells (for all Isl1 mice), or parvalbumin^+^/ HA^+^/ mCherry^+^ cells in all HA^+^/ mCherry^+^ cells (for all Atoh1-HA; Isl1 mice).

## Supporting information

S1 Fig Validation of single-cell RNA-seq. (A) PCA followed by tSNE analysis for all 5470 cochlear cells. Distinct colors were used for different conditions. Coch P12: cochlea at P12 with no tamoxifen induction, Coch + Tmx P26: cochlea at P26 after tamoxifen induction, Coch + Tmx P33: cochlea at P33 after tamoxifen induction, coch P33: cochlea at P33 with no tamoxifen induction.
(B) PCA followed by tSNE analysis for all 5470 cochlear cells with mapping of expression levels of specific markers. The two-dimensional spaces shown correspond to that in S1A Fig. Slc26a5 and Ocm were highly expressed in mature OHCs (P22) but not in cHCs (P33) or SCs (P26) [14]. GATA3 proteins have been observed in IHCs, IPhs/IBs, and Hensen cells in mice at P30 [21]. Slc1a3 expression has been observed in IPhs/IBs in organs of Corti in adult mice [62]. Plp is specifically expressed in Schwann and satellite cells in adult mouse cochleae [63]. Mpz is known as a Schwann cell marker [64]. Strong Emilin2 mRNA expression has been specifically detected in the tympanic border cells underneath of basilar membrane in mice at P8 and P13 [65]. Specific mRNA expression of Vmo1 has been detected in Reissner membrane in mice at P5 [66]. βIII tubulin is known as a specific marker of type I spiral ganglion [67]. Fst is expressed in the lesser epithelial ridge in mouse cochleae at P8 [68]. Gjb2 is highly expressed in the outer sulcus region, as well as in DCs/PCs, Iphs/IBs and Hensen cells [69]. Col11a2 is expressed in spiral limbus region of mouse cochleae at P5 [70]. Cx3cr1 and Cd79a are pan-macrophage and B-cell markers, respectively [71, 72]. Nkg7 is known to be highly expressed in NKT1 cells [73].
(C) Proportion of each population present in each sample. The proportion of each population was calculated using the cell number for each cluster divided by the total number of cells in each sample (number on the right in each row). Different clusters are represented by different colors.
(PDF) Click here for additional data file.

S2 Fig Expression of markers and TFs in SCs, cHCs, and HCs. (A) Higher-resolution map of SCs, cHCs, and HCs determined in Fig 2A with expression levels of cell type-specific markers.
(B) Fine-resolution map of SCs, cHCs, and HCs determined in Fig 2A with expression levels of TF genes obtained by gene network analysis in Fig 2F. The colors placed above the two-dimensional spaces correspond to those in Fig 2F. The expression level for each gene in A-B is color-coded from red (maximum) to blue (minimum) based on log_2_ (expected count + 1).
(PDF) Click here for additional data file.

S3 Fig Validation of bulk RNA-seq and single-cell qPCR. (A) OHCs labeled with prestin-YFP (green) in prestin-YFP knock-in cochleae from mice at P21 [51]. Myo6 (red) labels the cytoplasm of both OHCs and IHCs, while prestin, encoded by *Slc26a5*, labels the plasma membrane of OHCs. Lower panels show an optical section in the dotted line of the cochlear wholemount.
(B) IHCs labeled with tdTomato (red) in pval-Cre^+^; Rosa26-CAG-loxP-stop-loxP-tdTomato^+^ cochleae from mice at P76. Myo6 (green) labels cytoplasm of both OHCs and IHCs. Lower panels show an optical section in the dotted line of the cochlear wholemount. Scale bars: 20 μm (for A-B).
(C) Summary of mouse lines, tamoxifen injection ages, and harvest ages of different cell types for bulk RNA-seq and single-cell qPCR.
(D) Mapping statistics (mean ± S.D.) of the RNA-seq data. Cell #: number of cells collected for each bulk RNA-seq profiling; read #: number of total reads obtained in millions; mapped%: percentage of mapped reads.
(E) Heatmap showing correlation coefficients among the five cell types analyzed with biological duplicates for each cell type. The Spearman’s correlations are color-coded from red (maximum, 1) to blue (minimum, 0.7). The correlation coefficients between different samples are also indicated. Note that correlation coefficients between biological duplicates of each cell type are 0.86–0.89.
(F) Heat map showing correlation coefficients among the five cell types using genes only for TFs. The Spearman’s correlations are color-coded from red (maximum, 1) to blue (minimum, 0.7). The correlation coefficients between different samples are also indicated.
(G) Heatmap showing the expression profiles for 24 known genes [14] in mature SCs, cHCs, and HCs based on bulk RNA-seq (left) and in SC2s, cHC3s, and HCs based on single-cell RNA-seq (right). The average levels of gene expression in mature SCs (P26), cHCs (P33), mature IHCs (P74), OHCs (P7), and mature OHCs (P22) using Z-scores after TMM-normalization are shown (left) while the average levels of gene expression (log_2_(expected count + 1)) in SC2s, cHC3s, OHCs, and IHCs using Z-scores are shown. The expression level is color-coded from red (maximum) to blue (minimum). Known OHC-, IHC-, HC- and SC-specific markers are indicated. Eleven HC-specific genes whose products were previously detected by immunostaining in cHCs [14] are underlined in red, while OHC-specific *Slc26a5* and *Ocm*, whose products were not previously detected in cHCs [14], are underlined in red dashed lines. 

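*Slc26a5* (ENSMUSG00000029015, chromosome 5 from 21316473 to 21371422 in mm9) encodes prestin, the motor protein of OHCs. It had 0.760 and 0.530 CPM in the SC libraries, 97.6 CPM in cHC replicate 13, 23.4 CPM in cHC replicate 16, 1078 ± 23.6 CPM (SD, n = 2) in OHCs (P7) and 3269 ± 735 CPM (SD, n = 2) in OHCs (P22). The log2 fold change between cHCs and SCs was 6.56 (standard error 0.74, edgeR FDR = 0.000818), although limma-voom gave an FDR of 0.0911 and a fit of these libraries alone gave 0.0782. The log2 fold change between OHCs (P22) and cHCs was 5.76 (standard error 0.70, edgeR FDR = 0.00343). *Ocm* (ENSMUSG00000029618, chromosome 5 from 144780673 to 144787539), which encodes oncomodulin, had 2.71 and 3.16 CPM in the SC libraries, 4.98 and 1.91 CPM in the cHC libraries and 8420 ± 1213 CPM (SD, n = 2) in OHCs (P22). The log2 fold change of *Ocm* between cHCs and SCs was 0.22 (standard error 0.57, edgeR FDR = 0.914), and limma-voom gave the opposite sign (-0.01, FDR = 0.998), so no difference was detected. *Sox2* had 77.5 and 77.1 CPM in the SC libraries, 30.9 CPM in cHC replicate 13 and 6.93 CPM in cHC replicate 16. It had no counts in the OHC (P22) libraries, where 3 counts correspond to 0.154 and 0.140 CPM before TMM scaling. The log2 fold change of *Sox2* between cHCs and SCs was -2.03 (standard error 1.61, edgeR FDR = 0.602).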

Sox2, whose product was sporadically down-regulated by immunostaining in cHCs [14] is underlined in with red dashed lines.
(H) Heatmap showing distance from cHCs to SCs, P7 OHCs, mature OHCs, and IHCs. Spearman_all: The distance was obtained based on Spearman’s correlation including all genes. Spearman_TF: The distance was obtained based on Spearman’s correlation including gene expression of 1425 transcription factors. PCA_all: The distance was obtained based in PC space using all genes. PCA_TF: The distance was obtained based in PC space using the expression of 1425 TFs. PCA_MAD: The distance was obtained based in PC space using the median absolute deviation of expression of the top 200 genes. PCA_4 fold: The distance was obtained based in PC space using the expression of genes with a fourfold change between the different cell types.
(I) Heatmaps showing Ct values obtained using different PCR primer sets (columns) and serially diluted inner-ear cDNA obtained from mice at P1 (rows).
(J) Examples of melting curves obtained using the primer set to amplify the Atoh1 gene. Results with more than one peak were removed for analysis purposes.
(K) Histogram showing the PCR efficiency distribution for all primer sets used in this assay [shown in A)]. Values are given as the mean ± SEM.
(L) Quantile–quantile plot of log-transformed *Actb* expression determined by qPCR for SCs (top section), cHCs (middle section), and OHCs (bottom section).
(M) Violin plots showing the mRNA expression levels (log_2_(Ex)) of six representative genes in SCs (black), cHCs (dark red), and OHCs (portland orange). See plots of the remaining genes in **S3P Fig**. An approximation of frequency distribution (gray) was determined by kernel density estimation. Portland orange boxes indicate genes known to be expressed in mature OHCs, while black boxes indicate genes known to be expressed in mature SCs. Atoh1 and Pou4f3 are known to be up-regulated in cHCs compared to those in SCs, as we previously showed using immunostaining [14]. Values are the mean ± SD. *P < 0.05 by one-way ANOVA followed by Student's *t*-test with a Bonferroni correction.
(N and O) Correlation between bulk RNA-seq and single-cell qPCR results. The Log ratios of expression between cHCs and SCs (N) or between OHCs and cHCs (O) were determined by single-cell qPCR (x-axis) and bulk RNA-seq (y-axis). Each dot represents one of the 89 genes analyzed by both methods. The Pearson’s correlations (r^2^) and the linear regression lines (blue) are indicated.
(P) Violin plots showing the expression levels of genes tested by single-cell qPCR in SCs (black), cHCs (dark red), and OHCs (portland orange). An approximation of frequency distribution is indicated (gray), as determined by kernel density estimation. Note that the PCR results for STAT3 in 20 SCs were only included to draw violin plots because of technical difficulties with 7 out of 27 test chambers due to technical errors. Values are given as the mean ± SD. *P < 0.05 by two-way ANOVA followed by Student's *t*-test with a Bonferroni correction.
(Q) GO term enrichment for bulk RNA-sequencing experiments.
(PDF) Click here for additional data file.

S4 Fig A schematic representation of transgene to ectopically express Isl1 and mCherry upon Cre-mediated deletion. (PDF) Click here for additional data file.

S1 Table This table is associated with Fig 1E. The mean expression of the clustered cells used as input for the heatmap.
(XLSX) Click here for additional data file.

S2 Table This table is associated with Fig 2. The raw counts are shown for each sample with a unique identification sequence.
(XLSX) Click here for additional data file.

S3 Table This table is associated with Figs 3 and S3. The FPKM data were read-count and gene-length corrected and filtered for minimum expression. The CPM data corrected for read count, TMM-normalized and filtered for minimum expression used as input for heatmaps.

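S3 Table gives, for each library, the counts divided by the library total and scaled to CPM with TMM factors, which correct for differences in the composition of the libraries. Each of its CPM columns was a constant multiple of the counts of 1 deposited file, with a coefficient of variation of at most 0.000138%. The part of the table that was read held 1999 genes, all of which were found by symbol in the deposited files. Recomputed with edgeR over the filterByExpr genes, the TMM factor was 0.583 for the OHC (P22) replicate labelled P21 and between 0.930 and 1.20 for the other libraries. In the OHC (P22) replicate labelled P21, the 10 most abundant genes took 41.3% of the counts, in comparison with 22.8% in the OHC (P22) replicate labelled P22.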

(XLSX) Click here for additional data file.

S4 Table This table is associated with Figs 3 and S3. Transcription factor data is the subset of CPM TMM-normalized data for the transcription factor data set. The data for the 52 selected genes are the CPM TMM-normalized data for this select class.

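The means computed from the deposited counts were compared with those of S4 Table for the TF genes named from the bulk RNA-seq. For *Isl1*, the mean CPM from the counts was 132 in SCs, 46.6 in cHCs and 258 in OHCs (P22), and the paper's reported means are 142, 52.7 and 257. For *Pou4f3*, the means from the counts were 0.470, 282 and 522 CPM, and the paper's reported means are 0.500, 320 and 523. The TMM factors depend on the genes over which they are computed, and the genes used here were the 16891 kept by filterByExpr.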

(XLSX) Click here for additional data file.

# Supplementary material for: High-resolution transcriptional dissection of in vivo Atoh1-mediated hair cell conversion in mature cochleae identifies Isl1 as a co-reprogramming factor
**Source:** PLoS Genet. 2018 Jul 31;14(7):e1007552. doi: 10.1371/journal.pgen.1007552

Prestin-YFP

Pval-Cre<sup>+</sup>;

Rosa26-CAG-loxP-stop-loxP-tdTomato<sup>+</sup>

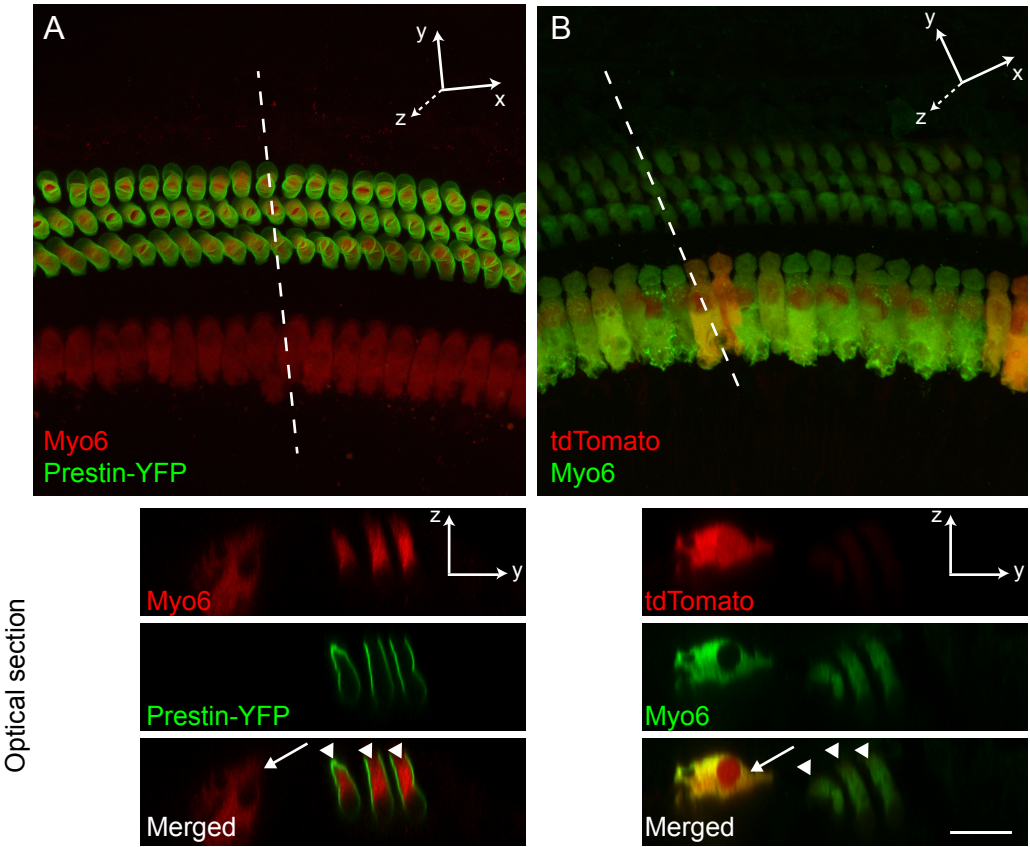

C

| Cell type | Mouse lines                                                                                                                      | Tamoxifen | Age (bulk RNA-Seq) | Age (sc-qPCR) |
|-----------|----------------------------------------------------------------------------------------------------------------------------------|-----------|--------------------|---------------|
| SC (P26)  | Fgfr3iCreER <sup>+</sup> ;<br>Rosa26-CAG-loxP-stop-loxP-tdTomato <sup>+</sup>                                                    | P12 & 13  | P26 & 27           | P33           |
| cHC (P33) | Fgfr3iCreER <sup>+</sup> ; Atoh1-HA <sup>+</sup> ; Chrna9-EGFP <sup>+</sup> ;<br>Rosa26-CAG-loxP-stop-loxP-tdTomato <sup>+</sup> | P12 & 13  | P33                | P33           |
| OHC (P7)  | PrestinCreER <sup>T2+</sup> ;<br>Rosa26-CAG-loxP-stop-loxP-tdTomato <sup>+</sup>                                                 | P2 & 3    | P7                 | N.A.          |
| OHC (P22) | Prestin-YFP                                                                                                                      | N.A.      | P22 & 23           | P33           |
| IHC (P74) | Pval-Cre <sup>+</sup> ;<br>Rosa26-CAG-loxP-stop-loxP-tdTomato <sup>+</sup>                                                       | N.A.      | P74 & 75           | N.A           |

D

| Cell type | Cell#      | Read # (× 10 <sup>6</sup> ) | Mapped%    |
|-----------|------------|-----------------------------|------------|
| SC (P26)  | 36.5 ± 5.5 | 118 ± 53                    | 83.0 ± 0.1 |
| cHC (P33) | 22.5 ± 0.5 | 121 ± 43                    | 84.7 ± 1.6 |
| OHC (P7)  | 29.5 ± 6.5 | 100 ± 44                    | 84.1 ± 0.0 |
| OHC (P22) | 21 ± 0     | 67 ± 39                     | 79.6 ± 7.1 |
| IHC (P74) | 85 ± 46    | 67 ± 1                      | 79.6 ± 0.2 |

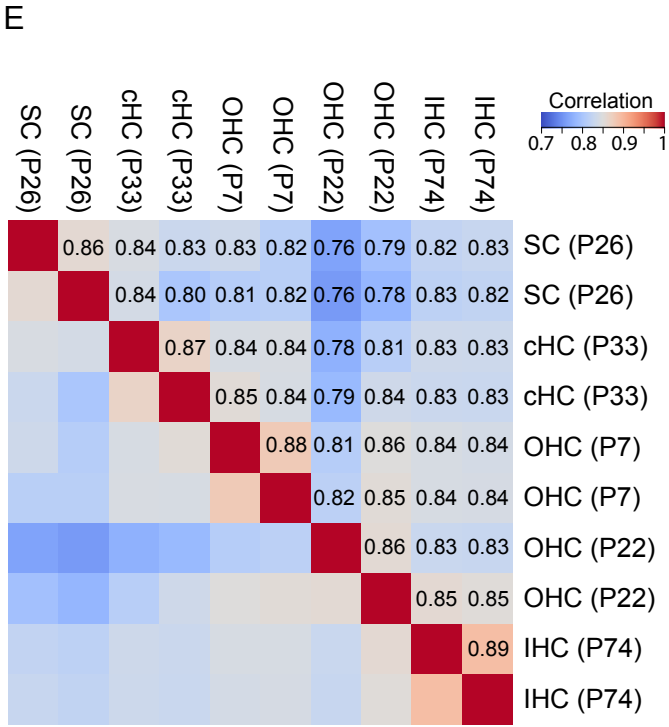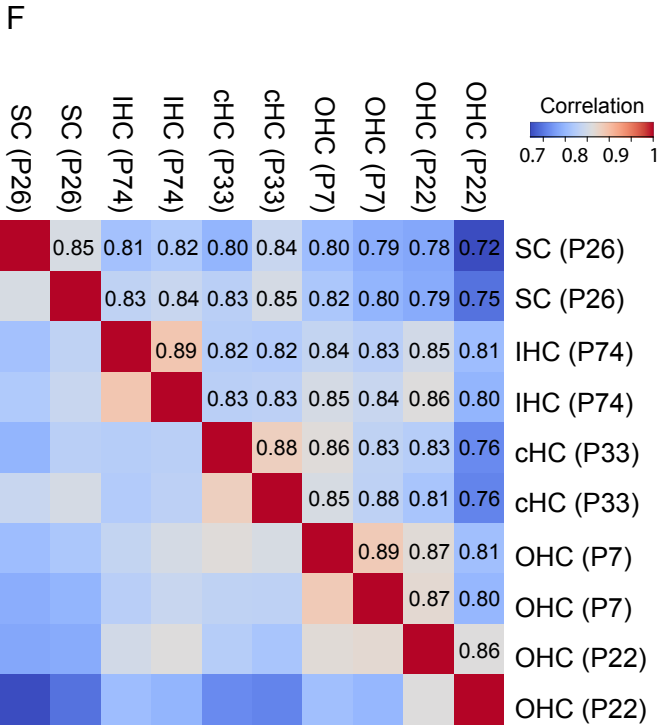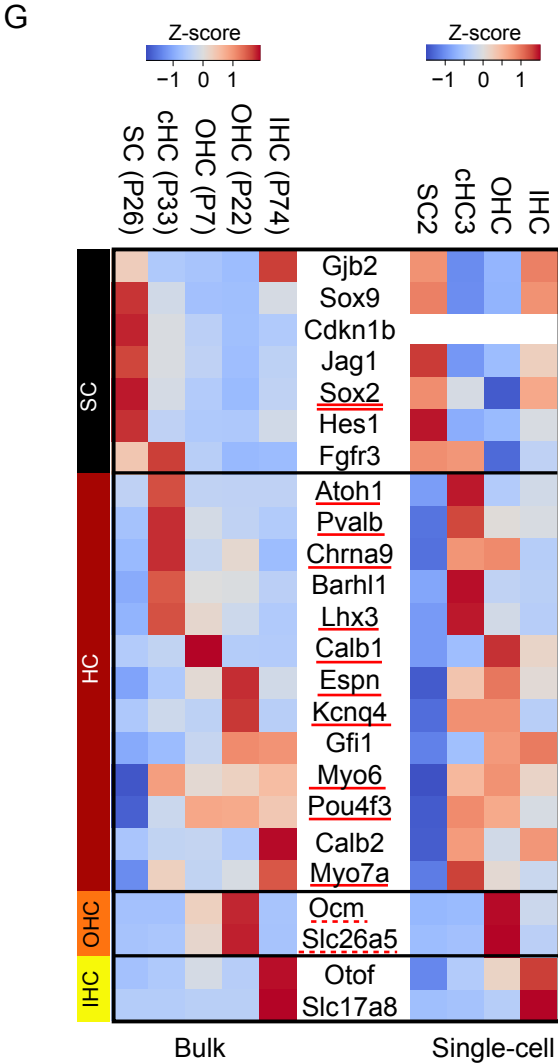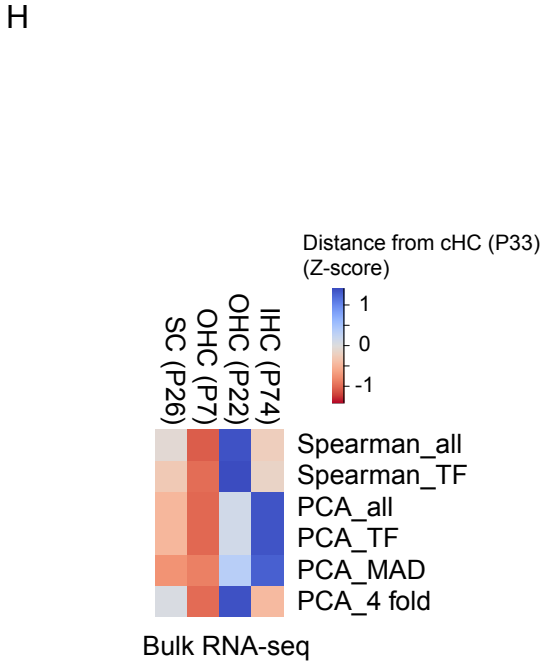

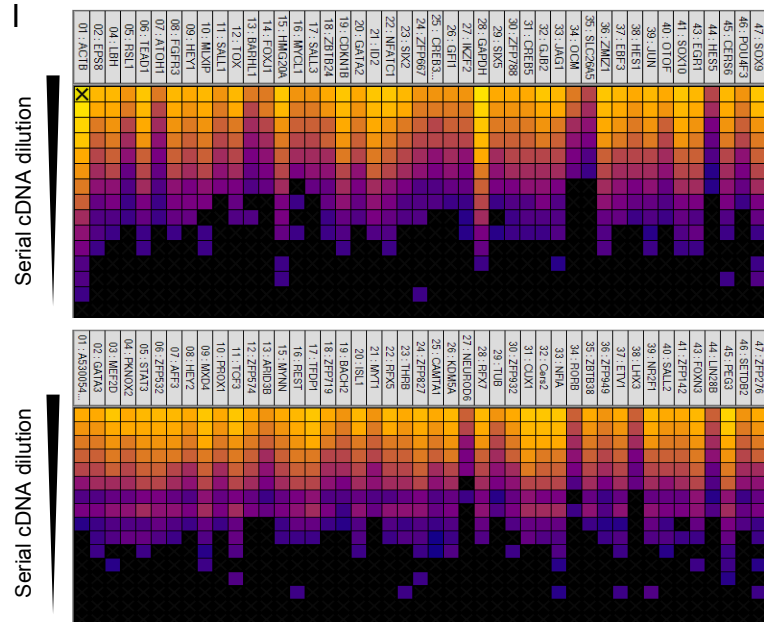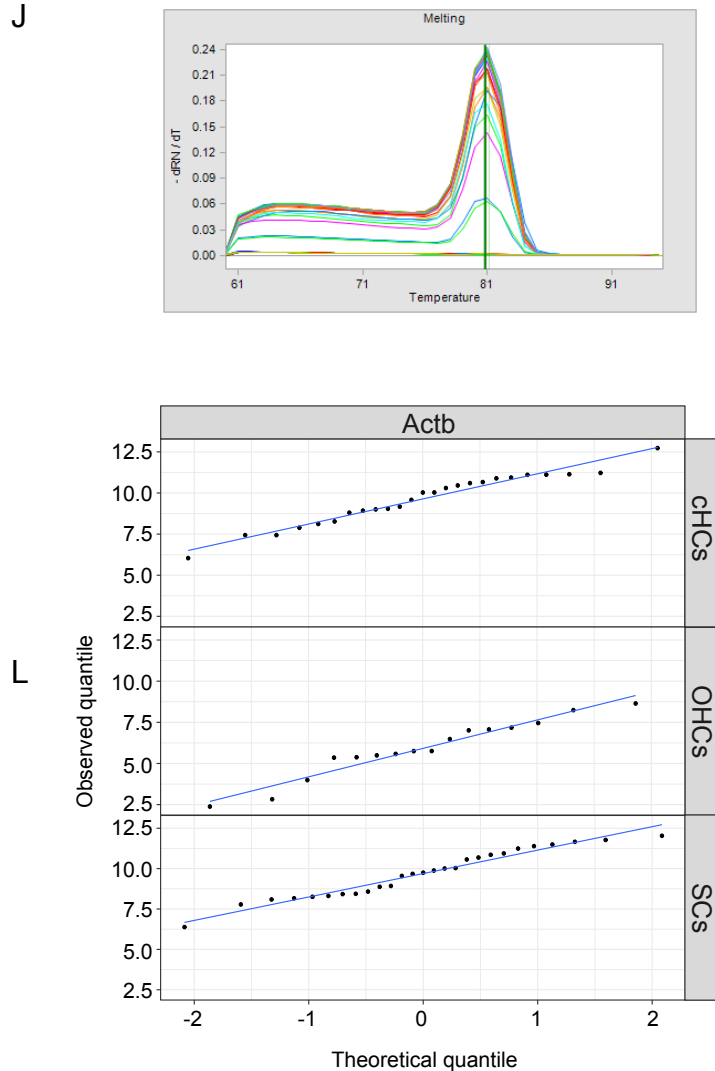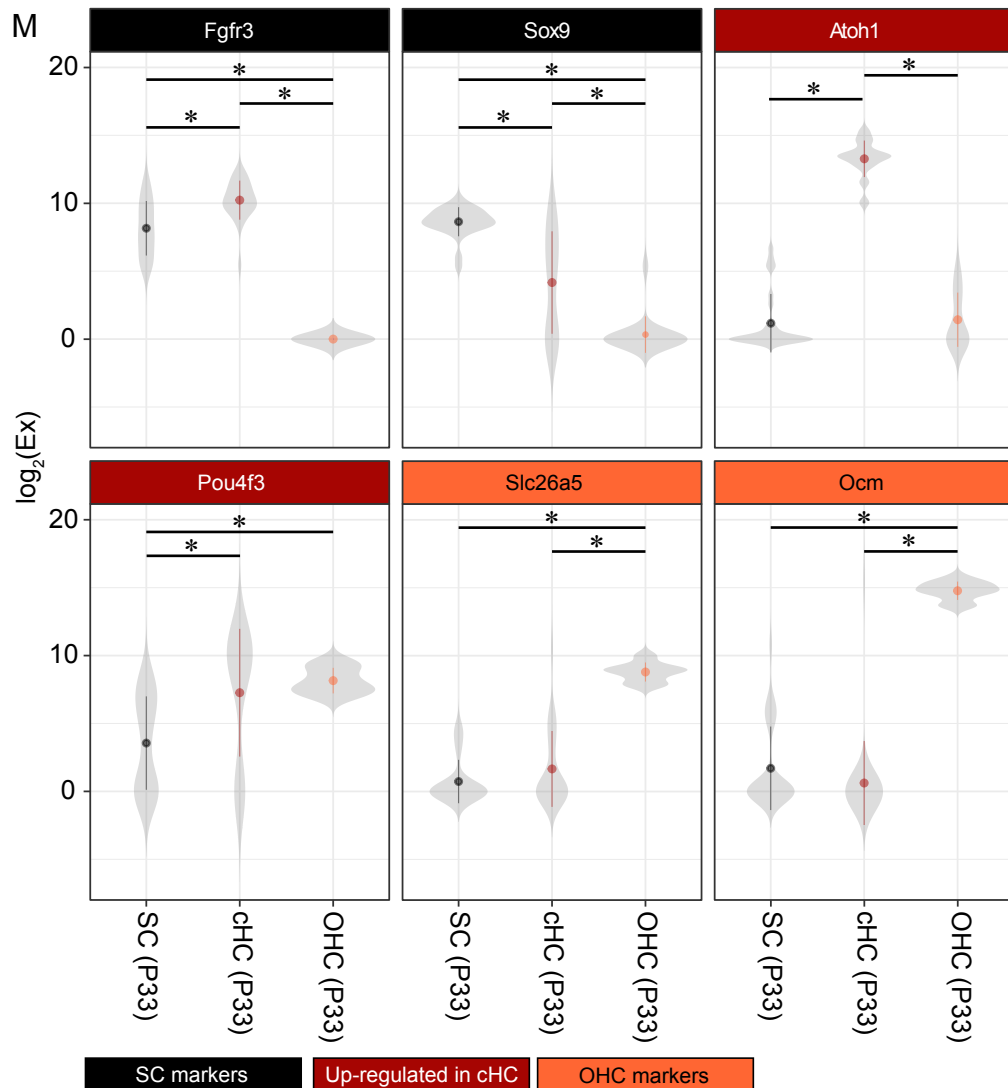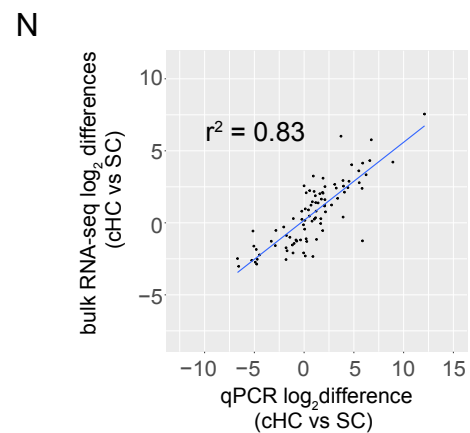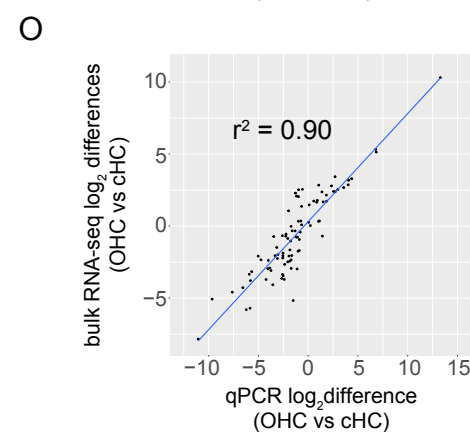

P

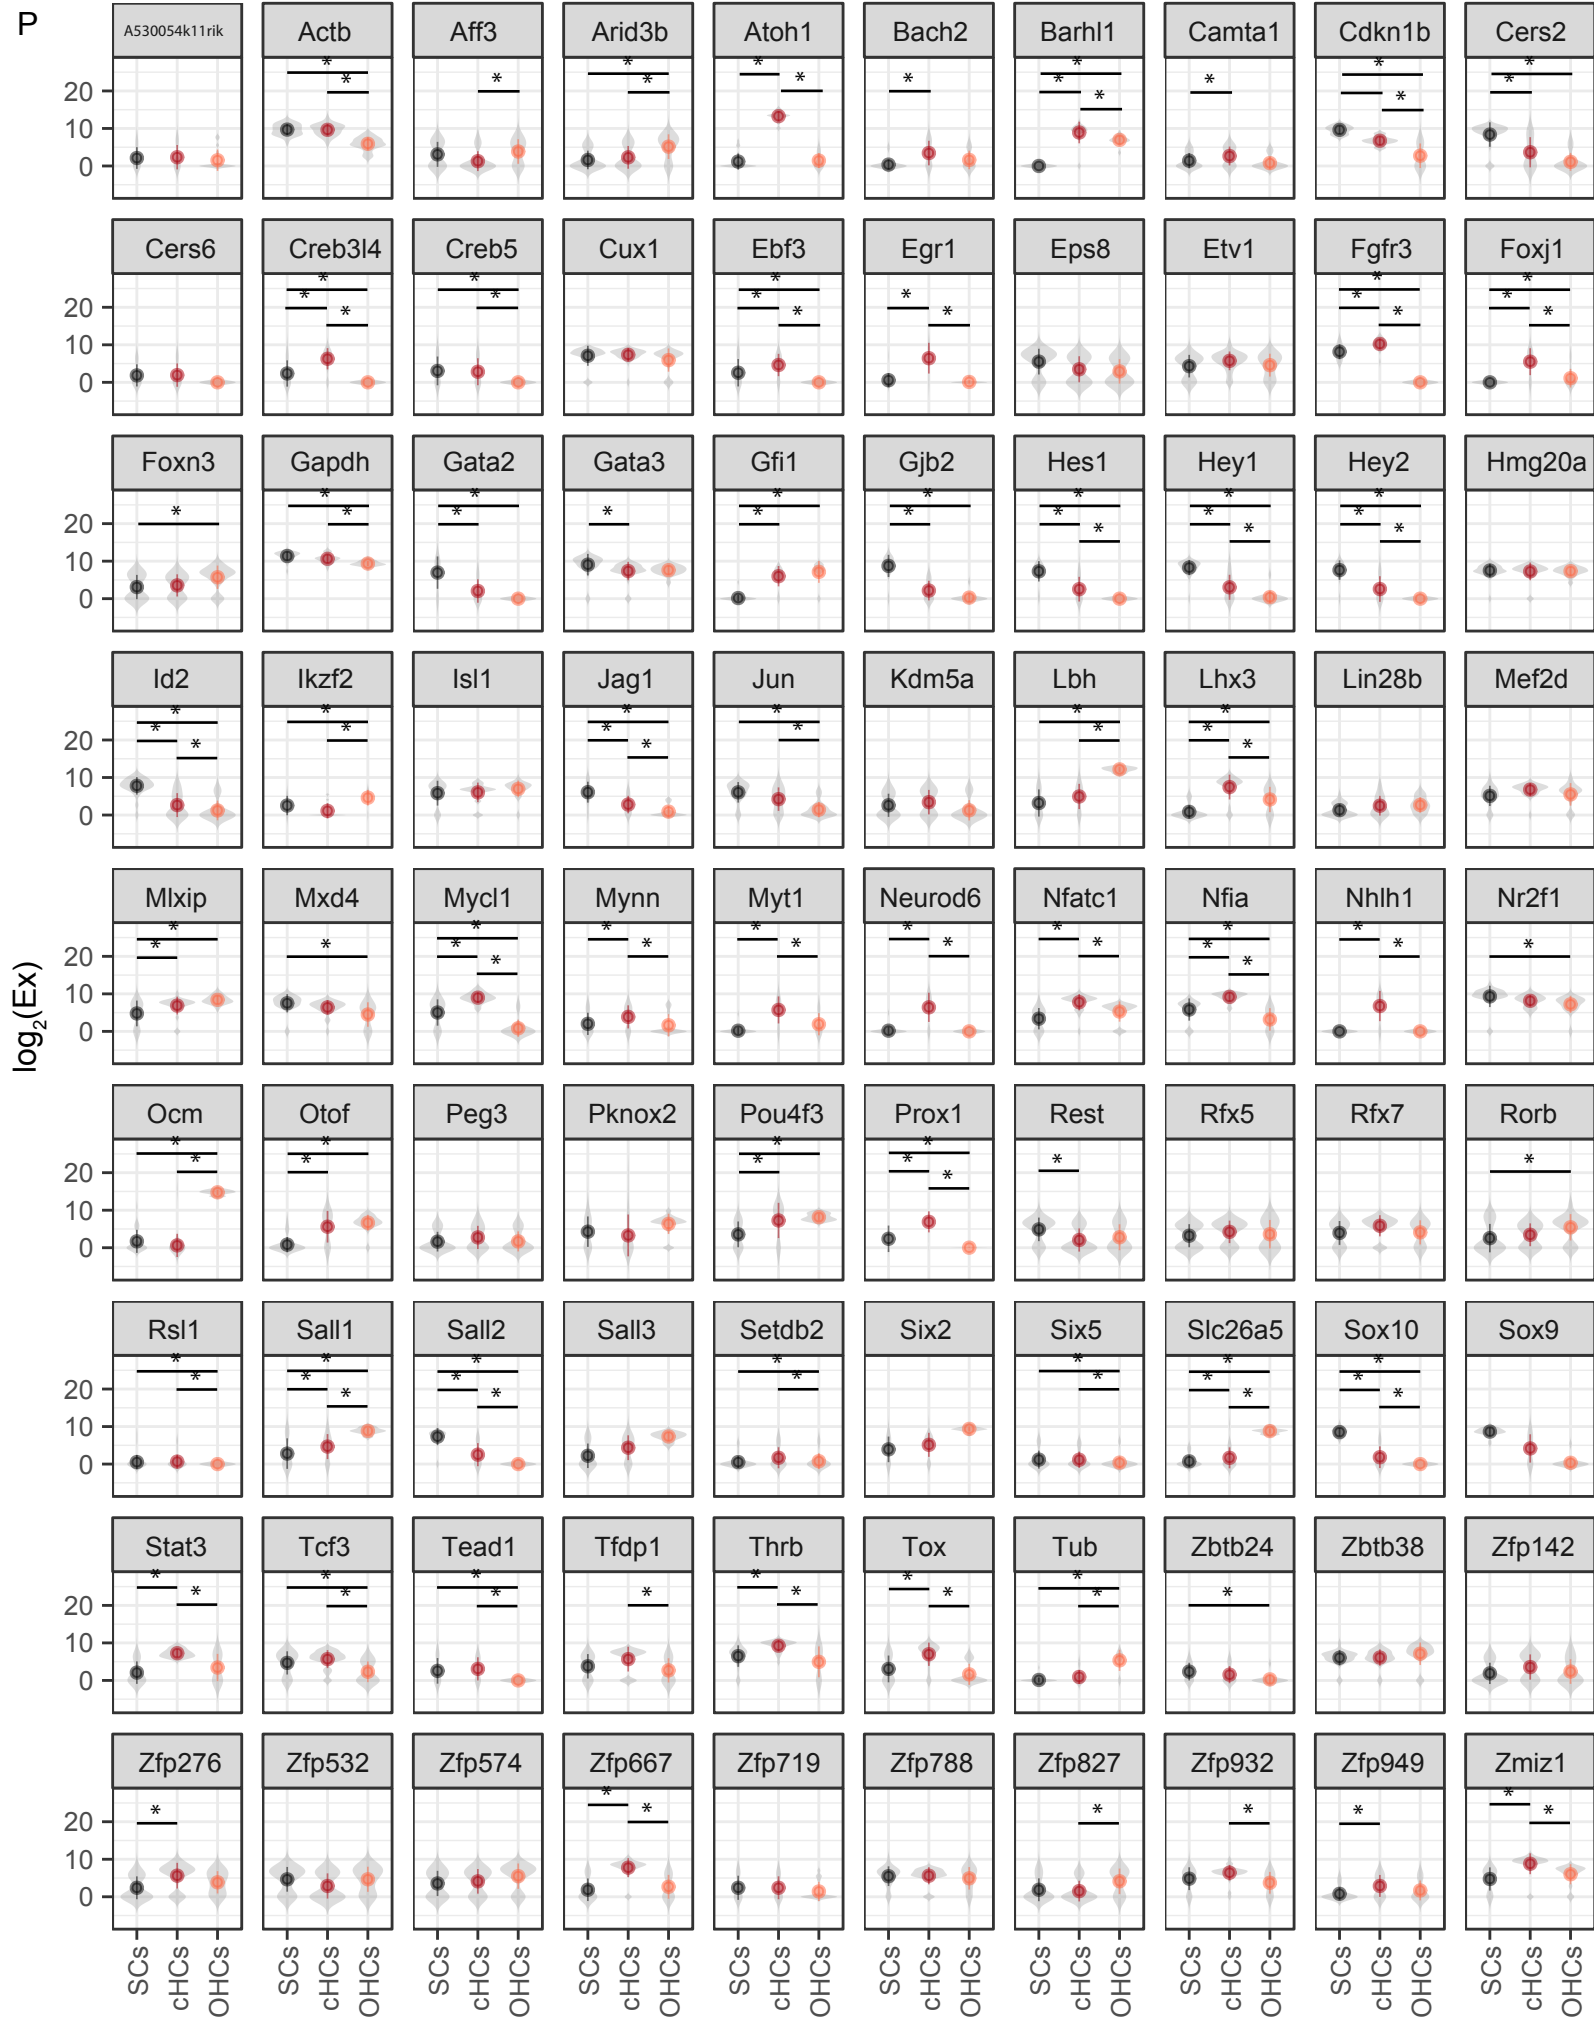

**Supplement:** S3 Fig — (A) OHCs labeled with prestin-YFP (green) in prestin-YFP knock-in cochleae from mice at P21 [51]. Myo6 (red) labels the cytoplasm of both OHCs and IHCs, while prestin, encoded by Slc26a5, labels the plasma membrane of OHCs. Lower panels show an optical section in the dotted line of the cochlear wholemount. (B) IHCs labeled with tdTomato (red) in pval-Cre+; Rosa26-CAG-loxP-stop-loxP-tdTomato+ cochleae from mice at P76. Myo6 (green) labels cytoplasm of both OHCs and IHCs. Lower panels show an optical section in the dotted line of the cochlear wholemount. Scale bars: 20 μm (for A-B). (C) Summary of mouse lines, tamoxifen injection ages, and harvest ages of different cell types for bulk RNA-seq and single-cell qPCR. (D) Mapping statistics (mean ± S.D.) of the RNA-seq data. Cell #: number of cells collected for each bulk RNA-seq profiling; read #: number of total reads obtained in millions; mapped%: percentage of mapped reads. (E) Heatmap showing correlation coefficients among the five cell types analyzed with biological duplicates for each cell type. The Spearman’s correlations are color-coded from red (maximum, 1) to blue (minimum, 0.7). The correlation coefficients between different samples are also indicated. Note that correlation coefficients between biological duplicates of each cell type are 0.86–0.89. (F) Heat map showing correlation coefficients among the five cell types using genes only for TFs. The Spearman’s correlations are color-coded from red (maximum, 1) to blue (minimum, 0.7). The correlation coefficients between different samples are also indicated. (G) Heatmap showing the expression profiles for 24 known genes [14] in mature SCs, cHCs, and HCs based on bulk RNA-seq (left) and in SC2s, cHC3s, and HCs based on single-cell RNA-seq (right). The average levels of gene expression in mature SCs (P26), cHCs (P33), mature IHCs (P74), OHCs (P7), and mature OHCs (P22) using Z-scores after TMM-normalization are shown (left) while the average levels of gene express

How the deposited data were processed for this re-analysis (not part of the article)

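Bulk RNA-seq libraries from handpicked cochlear cells of 5 cell types were analysed, with 2 libraries of each: SCs (P26), cHCs (P33), OHCs (P7), OHCs (P22) and IHCs (P74). The authors amplified cDNA by single primer isothermal amplification, sequenced paired-end reads, trimmed adapters with Cutadapt, mapped the reads to the mm9 genome with STAR and BWA and counted them with HTSeq. The deposited files hold raw counts of all listed genes by symbol, without normalization, together with the HTSeq totals of reads that were not assigned. Nothing upstream of the counts was repeated. The single-cell RNA-seq, the single-cell qPCR and the explant experiments were not analysed here.

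The file attached to 4 of the 10 sample records held the counts of another sample. The file of each sample was settled by comparing the counts of every file with the CPM columns of S3 Table, over genes with at least 10 counts. A file was taken for the library whose column was a constant multiple of its counts, with a coefficient of variation under 1%. The files as attached to the records were kept as an alternative.

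Between 15016129 and 40518766 reads per library were counted on genes. One count corresponded to between 0.0247 and 0.0666 CPM before TMM scaling. Gene coordinates were taken from the GENCODE annotation of the mm9 build. The genes named in the text were chosen by a rule set before the data were examined: the 24 marker genes of S3G Fig, the genes that the paper names from the bulk RNA-seq, the 3 largest rises and the 3 largest falls of each comparison among the genes with an FDR under 0.05 and the same direction in all 4 pairs of libraries, Xist and Y-linked genes, and the marker genes of S1B Fig.

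Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter with the cell type as group and quasi-likelihood F-tests in 1 model of all 10 libraries. The filter kept 16891 genes, the common dispersion was 1.12, and the p values of each comparison were adjusted by Benjamini and Hochberg's method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM were scaled with the TMM factors of the same genes. TF genes were the 444 of S4 Table, and their difference among SCs (P26), cHCs (P33) and OHCs (P22) was tested with a joint F-test. The 7 comparisons between cell types were tested 2-sided. Gene Ontology enrichment was not repeated.

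Correlations of libraries were Spearman's rho of counts across the 23415 genes with at least 1 count in any library. The distance of cHCs from a cell type was 1 minus rho, averaged over the 4 pairs of libraries, and exact permutation tests compared 2 libraries with 2. The position of a cHC library between SCs and OHCs (P22) was the median, over genes with an FDR under 0.05 and an absolute log2 fold change of at least 2 between OHCs (P22) and SCs, of the distance from SCs divided by that between the end points, on log2 CPM with a prior count of 2. These calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

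The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, limma 3.58.1 with voom, which is the method the paper names, no filter on low counts, a minimum of 10 counts in every library, a fit of only the cell types compared, adjustment across the TF genes only, pairwise comparisons in place of the joint test, other gene sets and measures for the correlations, downsampling to the smallest library, the files as attached to the records, and leaving out each library in turn. The joint test with DESeq2 was a likelihood-ratio test. The genes listed in S3 Table were found to be those with more than 35 CPM in at least 2 libraries, which 7236 genes pass, and this filter was added as an alternative after seeing the data, as was the use of all listed genes for the correlations.

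The tests were tried on simulated data with 200 genes changed by 4 log2 units in 2 libraries against 2, with the same 5 cell types and depths. Counts were drawn with the dispersions that edgeR estimated for each gene, and all other genes were unchanged. DESeq2 was run here and on the real data without its outlier handling and independent filtering. The shares below hold for these settings only. Of the 197 changed genes that passed the filter, edgeR recovered 27.9%, with 8.30% of its calls false, limma-voom recovered 34.0%, with 11.8% false, and DESeq2 recovered 48.2%, with 70.8% false.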

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

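The comparison of *Dse*, *Ephb4* and *Zfp827* with a mix was chosen only after the result was seen. The other tests in this part were set before their results were seen, on patterns noticed in the same data, so what remains is a hypothesis.

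One signal was a difference between the cHC libraries in the genes that mark SCs. The 222 genes with at least 20 CPM in both SC libraries and at least 10 times the highest level in any OHC library, a set chosen without the cHC libraries, stood at a median of 29.9% of their SC level in cHC replicate 13 and 4.70% in cHC replicate 16. The mean Spearman correlation with SCs was 0.792 for cHC replicate 13 and 0.747 for cHC replicate 16, a difference of 0.0449.

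A candidate explanation is RNA from SCs in cHC replicate 13. Mixing would leave all these genes at one common fraction of their SC level. The interquartile range of log2 ratios to the SC libraries was 1.38 times that between the SC duplicates in cHC replicate 13 and 2.02 times in cHC replicate 16. Simulated mixes with 10%, 30% and 50% of SC RNA gave 0.945, 1.13 and 0.968 times. The value of 1.38 lies between the limits of 1.2 and 1.5 that were set in advance, so this test leaves mixing undecided. Single genes speak against SC RNA at a share near 29.9%: *Dse* had 51.3 and 29.8 CPM in the SC libraries and 0.130 CPM in cHC replicate 13, *Ephb4* 10.8 and 16.4 CPM against 0.0900 CPM, and *Zfp827* 44.5 and 10.1 CPM against 0.0900 CPM. These are the genes with the largest falls from SCs to cHCs, and whether amplification could have lost them was not tested. A much smaller share is not excluded. The depth of the libraries was not the source of the difference, which was 0.0477 after all libraries were downsampled to the smallest. Nor were genes of the X and Y chromosomes, since the difference was 0.0452 without them. Over the 217 of the 222 genes with an annotated transcript (97.7%), the median log2 ratio of cHC replicate 13 to cHC replicate 16, relative to all protein-coding genes, was 2.40 before and 2.35 after a regression on GC content and transcript length. A bias of the form fitted accounted for little of it, and other forms were not tested. The attached file of both cHC records was that of another sample, but the files used were settled by a match to S3 Table, so an exchange among the deposited files does not account for it, while an exchange before that table was made could not be tested. A biological difference, in which the cells of replicate 13 had progressed less far in conversion, may account for the same values, and with 1 library on each side it was not tested. Both libraries have the same age and mouse line in the labels.

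The other signal was in the IHC libraries. *Slc1a3*, which the legend of S1B Fig gives as expressed in the inner phalangeal and border cells that surround IHCs, and which the paper's text does not mention for the bulk RNA-seq, had a mean of 218 CPM in IHCs (243 and 193 CPM), 76.6 and 129 CPM in the SC libraries, and 2.91 and 0.170 CPM in the OHC (P22) libraries. *Gjb2* had 611 and 468 CPM in the IHC libraries and 0.790 and 0.380 CPM in the OHC (P22) libraries. A candidate source is RNA from supporting cells next to the IHCs. Of 274 genes enriched in SCs over OHCs (P7), chosen without the IHC and OHC (P22) libraries, 70.1% were higher in both IHC libraries than in both OHC (P22) libraries, against a median of 28.1% and a 95th percentile of 32.5% in 10000 random gene sets matched on mean expression. The genes had been chosen for low levels in OHCs (P7), which the random sets were not, so the selection itself favours a high share and the comparison does not bear on the source. The fractions of the SC level were unequal, with an interquartile range 2.20 times that between the SC duplicates. Since the supporting cells next to IHCs are not the SCs that were sequenced, unequal fractions do not exclude their RNA, and this source cannot be told apart from expression of these genes in IHCs. The IHC and OHC (P22) libraries also differ in age and mouse line, which was not tested.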

How the results depend on the processing

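The results are the 7 comparisons between cell types, the TF genes, the correlations of duplicates, the distances of cHCs, the detected genes, the position of cHCs and the named genes. Of the 133 values that the alternatives other than leaving out a library gave for all but the named genes, 51 stayed close to the value reported. The cause of each of the changes below was not tested.

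With DESeq2, the number of differentially expressed genes was 1757 for cHCs against SCs (311 with edgeR), 2715 for OHCs (P22) against cHCs (537), 4148 for OHCs (P22) against SCs (1354), 1111 for OHCs (P7) against cHCs (58), 1357 for IHCs against cHCs (156), 1621 for OHCs (P22) against OHCs (P7) (93) and 2020 for IHCs against OHCs (P22) (247), with 125 TF genes (58) and 46 selected TF genes (30). In simulated data at this group size, 70.8% of the calls of DESeq2 were false. That simulation changed only 200 genes and used the dispersions estimated by edgeR. The false share therefore cannot be carried over to these comparisons. With limma-voom, the numbers were 1065, 930, 378 and 738 for cHCs against SCs and for OHCs (P22), OHCs (P7) and IHCs against cHCs, with 46 selected TF genes. The other counts stayed within 1.5 times with limma-voom. Without a filter on low counts, they were 952, 1591, 2531, 558, 671, 844 and 1156 in the order given for DESeq2, with 115 TF genes. With at least 10 counts in every library, they fell to 132 for cHCs against SCs, 99 for IHCs against cHCs and 145 for IHCs against OHCs (P22). With only the compared cell types in the fit, they fell to 198 for cHCs against SCs, 310 for OHCs (P22) against cHCs, 23 for OHCs (P22) against OHCs (P7) and 117 for IHCs against OHCs (P22).

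With the files as attached to the sample records, 0 genes differed between cHCs and SCs, OHCs (P22) and cHCs, and OHCs (P22) and SCs, with 590, 1978 and 2514 genes at an unadjusted p under 0.05. Of the TF genes, 0 passed (77 at an unadjusted p under 0.05), and of the selected TF genes, 0 passed (21). In this setting, libraries of different cell types are taken as duplicates.

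The authors' gene filter, chosen after seeing the data, gave 863 genes for OHCs (P22) against cHCs, 129 for OHCs (P7) against cHCs, 247 for IHCs against cHCs, 237 for OHCs (P22) against OHCs (P7) and 432 for IHCs against OHCs (P22). With limma-voom in addition, also chosen after seeing the data, these numbers were 872, 300.0, 505, 190.0 and 399, with 783 for cHCs against SCs, 112 TF genes and 52 selected TF genes.

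The correlations of duplicates, in the order SCs, cHCs, OHCs (P22) and IHCs, fell to 0.801, 0.809, 0.799 and 0.833 over the genes kept by filterByExpr. Pearson's correlation of log2(CPM + 1) gave 0.859 for SCs, 0.872 for cHCs, 0.898 for OHCs (P7) and 0.887 for IHCs. Over the TF genes, the values were 0.634 for SCs, 0.688 for cHCs, 0.812 for OHCs (P7), 0.759 for OHCs (P22) and 0.709 for IHCs. With the files as attached, they were 0.788 for SCs, 0.748 for cHCs and 0.811 for OHCs (P7). With all listed genes, chosen after seeing the data, they were 0.858 for SCs, 0.867 for cHCs, 0.857 for OHCs (P22) and 0.893 for IHCs, and with the authors' gene filter, also chosen after seeing the data, 0.723 for SCs, 0.702 for cHCs, 0.805 for OHCs (P7), 0.748 for OHCs (P22) and 0.752 for IHCs.

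OHCs (P7) were on average the cell type nearest to cHCs in all 10 settings that use the files matched to S3 Table and all libraries, including the 2 chosen after seeing the data. The files as attached are left out of this count, since the files under the cHC records then hold other cell types (margin 0.00770). The margin over the next cell type, 0.0248 in the value reported, was 0.106 over the TF genes, 0.0777 with the authors' gene filter, and, on other scales, 20.1 with the Euclidean distance and 1.70 with the Euclidean distance over the 200 most variable genes. It ranged from 0.00200 to 0.0339 across the fits that each left out one library, with the lowest value without cHC replicate 16. For cHC replicate 13 alone, the margin was below 0 in 2 of 9 settings (-0.0245 with the authors' gene filter and -14.8 over the 200 most variable genes), and for cHC replicate 16 alone it was above 0 in 9 of 9. The number of detected genes stayed within 1.5 times of 23415 in all its alternatives.

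The position of cHCs between SCs and OHCs (P22), for genes higher in OHCs (P22), moved from 0.596 to 0.654 in replicate 13 and from 0.654 to 0.707 in replicate 16 with an absolute log2 fold change of at least 4, and to 0.725 and 0.830 with OHCs (P7) as the end point. For genes higher in SCs, it moved from 0.192 to 0.378 in replicate 13 and from 0.369 to 0.749 in replicate 16 with OHCs (P7) as the end point. Across the fits that each left out one library, the positions in replicates 13 and 16 ranged from 0.569 to 0.625 and from 0.606 to 0.696 for genes higher in OHCs (P22), and from 0.178 to 0.199 and from 0.361 to 0.389 for genes higher in SCs.

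Of 113 fold changes of named genes, the only one that reversed under another test or filter was that of *Ocm* between cHCs and SCs, which was 0.22 with edgeR and -0.014 with limma-voom. With DESeq2, 19 others passed in addition and 94 did not change. With limma-voom, 8 no longer passed and 13 passed in addition. With only the compared cell types in the fit, 27 of 111 no longer passed and 2 passed in addition. With the authors' gene filter, chosen after seeing the data, 10 of 110.0 passed in addition, and with limma-voom added, 4 no longer passed and 19 passed in addition. With each library left out in turn, 402 of 452 fold changes moved by less than 1 standard error, 50 moved by more, and 6 changed sign.

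No paired analysis was possible because no replicate number in the labels is shared between the cell types, and no blocking by *Xist* or Y-linked genes was tried, since libraries were not grouped by their values. The numbers of differentially expressed genes were not computed with one library left out. The model could still be fitted, as for the fold changes of named genes, but a cell type would then rest on a single library. Regroupings were not counted either, since 2 libraries against 2 give too few splits. The fold changes of genes without counts in a cell type have a size that depends on the test, such as that of *Atoh1* between OHCs (P22) and cHCs, which was -17.83 with edgeR, -16.49 with DESeq2 and -14.99 with limma-voom.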

Differences from the paper's values

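The lowest Spearman correlation of duplicates was 0.829, against the paper's 0.86, and the highest was 0.868, against the paper's 0.89. Of the alternatives set before the data were examined, none that kept Spearman's correlation came within the SD of 0.0179 between the duplicate pairs. Pearson's correlation of log2(CPM + 1), a different statistic, gave 0.844 and 0.898, which lie within this SD of the paper's values, although the lowest stays below the paper's 0.86. The genes kept by filterByExpr (0.799 and 0.844), downsampling to the smallest library (0.822 and 0.862) and the files as attached to the sample records (0.748 and 0.868) did not come within it. The TF genes of S4 Table gave lower values still, from 0.634 to 0.812. So did all genes under the authors' gene filter, from 0.702 to 0.805, a setting chosen after seeing the values. With all listed genes, including those without reads in any library, the correlations were 0.857 to 0.893, which round to the paper's range, a setting chosen after seeing the values.

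The number of TF genes that differed among SCs (P26), cHCs (P33) and OHCs (P22) was 58, against the paper's 90. Among the alternatives set before the data were examined, those within 1.5 times the paper's number were limma-voom (87), adjustment across the TF genes only (77), at least 1 of the 3 pairwise comparisons (71), no filter on low counts (115) and DESeq2 (125), the last being farther from the paper's 90 than the 58 reported, on the other side. Not within 1.5 times were at least 10 counts in every library (41), only the compared cell types in the fit (51) and the files as attached to the sample records (0, with 77 at an unadjusted p under 0.05). The authors' gene filter gave 82 with edgeR and 112 with limma-voom, and both were chosen after seeing the values.

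Of the 52 selected TF genes, 30 passed, against all of the paper's 52. Among the alternatives set before the data were examined, none gave the paper's 52. Within 1.5 times of it were limma-voom (46), DESeq2 (46), no filter on low counts (44) and adjustment across the TF genes only (37), and not within 1.5 times were pairwise comparisons (32), at least 10 counts in every library (20), only the compared cell types in the fit (30) and the files as attached to the sample records (0, with 21 at an unadjusted p under 0.05). The authors' gene filter gave 40 with edgeR and 52 with limma-voom, the latter equal to the paper's 52, and both were chosen after seeing the values.

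The paper names *Nfia* among the TFs raised in cHCs, and *Sall1*, *Ikzf2* and *Isl1* among those raised in OHCs over cHCs. The directions found here were the same, but the edgeR FDR was 0.169 for *Nfia* between cHCs and SCs. Between OHCs (P22) and cHCs, the edgeR FDRs were 0.113, 0.0635 and 0.0990 for *Sall1*, *Ikzf2* and *Isl1*. In the same order of genes, limma-voom, the method named by the paper, gave FDRs of 0.0197, 0.0467, 0.0292 and 0.0388. With only the compared cell types in the edgeR fit, the FDRs were 0.183, 0.0525, 0.0584 and 0.108. The paper counts a smaller set of TFs overexpressed in OHCs together with *Isl1* than the 19 of the 52 that had their highest mean in OHCs (P22) here. The legend of S1B Fig describes *Slc26a5* as highly expressed in mature OHCs but not in cHCs or SCs, citing earlier work that used immunostaining. Its mean RNA level here was 60.5 CPM in cHCs, 0.640 CPM in SCs and 3269 CPM in OHCs (P22). RNA is a different measure from immunostaining, and this low level in cHCs does not contradict the legend.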

Other observations

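The tests of *Ocm* against *Slc26a5*, of genes without reads in the correlations of duplicates, and of the balance of rising and falling genes were chosen only after the result was seen.

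The position of cHCs between SCs and OHCs (P22) was measured over genes that differed between these cell types at an FDR under 0.05 by at least 2 log2 units. A value of 0 is the SC level and a value of 1 the OHC (P22) level. For the 664 genes higher in OHCs (P22), the median position was 0.596 in cHC replicate 13 and 0.654 in cHC replicate 16. For the 668 genes higher in SCs, it was 0.192 in cHC replicate 13 and 0.369 in cHC replicate 16. In each cHC library, the genes of OHCs had thus moved farther than the genes of SCs on the log2 scale, and the same order held with a prior count of 0.5 and with OHCs (P7) as the end point. The SC and OHC (P22) libraries come from different series of library numbers, so the end points include any difference between the series, and no biological explanation was tested.

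From SCs to cHCs, 296 genes rose and 15 fell. The size of the imbalance depended on the test: 1367 rose and 390.0 fell with DESeq2, and 789 rose and 276 fell with limma-voom, the lower number of rising genes per falling gene of these tests being 2.86. The direction did not depend on the test. With the authors' gene filter and limma-voom, chosen after seeing the data, 503 rose and 280.0 fell.

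*Slc26a5* was present in both cHC libraries at 9.06% and 2.17% of its mean in OHCs (P7), while *Ocm* was at the level of SCs. RNA or reads from OHCs would have brought *Ocm* to 297 and 71.3 CPM in these libraries. The values were 4.98 and 1.91 CPM, at most 2.67% of that level, which is not what OHC RNA would give, although the comparison rests on 1 gene whose low counts had prompted it.

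The correlations of duplicates lay below the published range. With all listed genes, in which the genes without reads are tied, the lowest correlation rose from 0.829 to 0.857, which rounds to the lower end of the published range. The inclusion of such genes may therefore account for the difference, which remains a hypothesis, since the setting was chosen after the values were seen.

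*Xist* had 1127 CPM in SC replicate 11, 1531 CPM in cHC replicate 13, 1946 and 1736 CPM in the OHC (P7) libraries and 841 CPM in the OHC (P22) replicate labelled P22, and at most 2.87 CPM in the other libraries. *Uty*, on the Y chromosome, had 49.2 CPM in SC replicate 12, 50.4 CPM in cHC replicate 16, 66.4 CPM in the OHC (P22) replicate labelled P21 and 46.6 and 29.7 CPM in the IHC libraries, and at most 0.0900 CPM in the others. The duplicates of SCs, cHCs and OHCs (P22) each held 1 library of either kind. The libraries were not grouped by these values.

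The largest rises from SCs to cHCs among genes with an FDR under 0.05 were those of ENSMUSG00000087019, a long noncoding RNA gene on chromosome 3 (log2 fold change 13.40, standard error 2.48, edgeR FDR = 0.0236), *Maneal* (12.28, standard error 1.92, edgeR FDR = 0.00884) and *Rimbp2* (11.93, standard error 2.12, edgeR FDR = 0.0189). None of the 3 had counts in the SC libraries. The largest falls were those of *Dse* (-8.59), *Ephb4* (-7.92) and *Zfp827* (-7.61). When only the cHC and SC libraries were fitted, ENSMUSG00000087019 still passed (edgeR FDR = 0.038). The others did not, with FDRs of 0.0914 for *Maneal*, 0.142 for *Rimbp2*, 0.0527 for *Dse*, 0.177 for *Ephb4* and 0.134 for *Zfp827*. From cHCs to OHCs (P22), the largest rises were those of *Crip3* (16.20, standard error 1.58, edgeR FDR = 0.00133), *C1ql1* (15.60) and *Serpina1f* (15.47), and the largest falls those of *Atoh1* (-17.83), *Igll1* (-16.22) and *Fer1l6* (-15.40). *Igll1* had 237 and 472 CPM in the cHC libraries and at most 0.640 CPM in every other library, and *Fer1l6* had 174 and 228 CPM in the cHC libraries and at most 6.49 CPM in every other library. *Ighm* had 4076 and 4549 CPM in the OHC (P7) libraries and at most 18.6 CPM in every other library. Each of these changes had the same direction in all 4 pairs of libraries. The size of a fold change is uncertain for the genes without counts on one side. The paper's text does not name these genes apart from *Atoh1* and *Zfp827*, and no explanation was tested for them.

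*Cx3cr1*, *Cd79a* and *Nkg7*, immune markers in the legend of S1B Fig, had at most 0.180 CPM in any library.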
